# CXCR2 intrinsically drives the maturation and function of neutrophils in mice

**DOI:** 10.3389/fimmu.2022.1005551

**Published:** 2022-10-13

**Authors:** Pauline Delobel, Benjamin Ginter, Eliane Rubio, Karl Balabanian, Gwendal Lazennec

**Keywords:** chemokine receptors, Cxcr2, neutrophils, inflammation, tumor microenvironment

## Abstract

Neutrophils play a major role in the protection from infections but also in inflammation related to tumor microenvironment. However, cell-extrinsic and -intrinsic cues driving their function at steady state is still fragmentary. Using *Cxcr2* knock-out mice, we have evaluated the function of the chemokine receptor Cxcr2 in neutrophil physiology. We show here that Cxcr2 deficiency decreases the percentage of mature neutrophils in the spleen, but not in the bone marrow (BM). There is also an increase of aged CD62L^lo^ CXCR4^hi^ neutrophils in the spleen of KO animals. Spleen *Cxcr2^-/-^* neutrophils display a reduced phagocytic ability, whereas BM neutrophils show an enhanced phagocytic ability compared to WT neutrophils. Spleen *Cxcr2^-/-^* neutrophils show reduced reactive oxygen species production, F-actin and α-tubulin levels. Moreover, spleen *Cxcr2^-/-^* neutrophils display an altered signaling with reduced phosphorylation of ERK1/2 and p38 MAPK, impaired PI3K-AKT, NF-κB, TGFβ and IFNγ pathways. Altogether, these results suggest that Cxcr2 is essential for neutrophil physiology.

## Introduction

One of the first line of defense against pathogens such as bacteria, fungi, or parasites involves neutrophils, which are key mediator of innate immunity and inflammation. Neutrophils use different ways to clear the infection, including bacterial uptake (phagocytosis), phagolysosomal degradation of bacteria with a cocktail of antimicrobial factors and reactive oxygen species (ROS) (oxidative burst) or release of granules to neutralize extracellular pathogens (degranulation) (1). In addition, when intruders are too large or have escaped the other microbial killing processes, neutrophils can extrude a physical barrier to pathogen dissemination, called a neutrophil extracellular trap (NET), containing DNA, histones and granule proteases (2).

Neutrophils are the most abundant circulating leukocytes, representing 50% to 70% of all circulating leukocytes in humans and about 10 to 25% in mice (3). Neutrophils are relatively short lived cells (4), even if recent studies have questioned this aspect and it is now believed that human and murine neutrophils could have a half-life of 5 days or 18h, respectively (5).

Neutrophils arise from granulocyte–monocyte progenitors (GMPs), mostly within the bone marrow (BM) during hematopoiesis in response to several cytokines, principally granulocyte colony–stimulating factor (G-CSF) (6), but also from extramedullary tissues such as spleen (7–9). The first progenitor that is ‘neutrophil committed’ is the neutrophil promyelocyte (10), which then maturates through granulocyte-committed precursors comprising myeloblasts, promeylocytes and myelocytes, to a post-mitotic or transition pool of metamyelocytes, band cells and segmented neutrophils (11). Mature post-mitotic neutrophils are released from the BM into the peripheral blood, extravasate from circulation into the tissues under the coordinate regulation of various adhesion molecules and chemokines (12). They are involved not only in the control of inflammation following infections or injuries but have also pro or anti-tumoral actions as tumor associated neutrophils (TANs) (13–15). In inflammatory sites, neutrophils fight the injury or infection and undergo apoptosis and are phagocyted by macrophages, once inflammation has been resolved (16). Senescent neutrophils can also home back to the BM in a Cxcr4-dependent mechanism (17). The terminal differentiation of neutrophils in the BM, before release into the bloodstream, is still a subject of debate, as some steps of maturation could occur in other organs such as the spleen (9) and in the same line, neutrophil progenitors have been found in the spleen (18). Maturation markers of neutrophils are also currently discussed, but classically Ly6G, Cd101, Cxcr4 and Cxcr2 are used in mice (8, 12).

Cxcr2 appears as one of the key chemokine receptor expressed by neutrophils both in mice and humans (19, 20). Cxcr2 binds the chemokines Cxcl1, 2, 3, 5, 6, 7 and 8 in human, which all have pro-angiogenic properties and are located in a short cluster of chromosome 4 (21–23). Cxcr2 ligand action is conditioned by its interaction with proteoglycans (24) and Cxcr2 signals through multiple pathways including PI3K and Src (25). In addition, recent work has highlighted the role of Cxcr2 in tumorigenesis, in particular through tumor-associated neutrophils (14, 23, 26, 27), but also in the effects microbiota on pituitary function (28). *Cxcr2* knockout mice have been generated and are characterized by a splenomegaly due to an increase of metamyelocytes, mature neutrophils and B lymphocytes (29). These mice also display a defect in neutrophil recruitment after infection (30).

So far, the mechanism of Cxcr2 action in neutrophils remains poorly understood. In this study, we have investigated the role of Cxcr2 in mouse neutrophils in the spleen and the BM, taking advantage of *Cxcr2^-/-^* mice. Our data show that Cxcr2 impairment in neutrophils affects differently spleen and BM neutrophils in terms of maturation, phagocytosis and ROS production. Moreover, we analyzed at the transcriptomic level the pathways that were altered by *Cxcr2* deletion in neutrophils. Altogether, these results suggest that proper Cxcr2 expression and function is required for maturation and effector functions of peripheral neutrophils.

## Materials and methods

### Animal models and housing

All animal experiments conformed to our animal protocols that were reviewed and approved by the Institutional Animal Care and Use Committee. *Cxcr2^-/-^* mice (29) were obtained from the Jackson Laboratory. *Cxcr2^-/-^* mice were backcrossed in FVB genetic background for more than 12 generations. Control (WT) mice were also in a FVB background. All mice were housed in a SOPF (Specific and Opportunistic Pathogen Free) animal facility.

### Isolation of cells

Cells from the BM were isolated by centrifugation from the femurs and tibias of the animals, whereas spleens were mashed on 100 µm nylon cell strainer. After centrifugation, red blood cells were eliminated by treatment with ACK buffer (0.155 mM NH4Cl, 1 mM KHCO3, 0.1 mM EDTA) and filtered on a 40 µm nylon cell strainer. After ACK treatment, cells were filtered on a 40 µm nylon cell strainer. For neutrophil isolation, a first enrichment with EasySep™ Mouse CD11b Positive Selection kit (StemCell technologies, Grenoble, France) was performed followed by cell sorting of CD45+ CD11b+ Ly6G+ F4/80- cells on an ARIA IIu FACS sorter (Becton Dickinson, Le Pont-de-Claix, France).

### Flow cytometry

Flow cytometry experiments were performed with the following conjugated antibodies from Biolegend (London, United Kingdom): anti-mouse CD11b (clone M1/70), CD45 (clone 30-F11), Cxcr2 (clone SA044G4), Ly6G (clone 1A8), CD62L (clone MEL-14) or BD Biosciences (BD Biosciences, Le Pont-de-Claix, France): Cxcr4 (clone 2B11), or Ebiosciences (Fisher Scientific, Illkirch, France): CD101 (clone Moushi101), Fixable viability dye (65-0866). Flow analysis was performed on live singlets with a LSR II Fortessa flow cytometer (Becton Dickinson, Le Pont-de-Claix, France). Data were analyzed using FlowJo (Tree Star).

### Intracellular flow cytometry

Cells were first stained with antibodies directed against extracellular markers (CD45, CD11b, Ly6G) and then permeabilized with Cytofix/Cytoperm and Permwash buffer (BD Biosciences). Intracellular staining of F-actin was performed with Phalloidin, Fluorescein Isothiocyanate Labeled (Sigma-Aldrich, ref P5282), whereas α-tubulin was labeled with α-Tubulin antibody (clone 11H10, Cell Signaling, ref 2125) followed by secondary an anti-rabbit IgG antibody coupled to Alexa Fluor 555 (ThermoFisher, ref A27039). Phospho-p42/44 MAPK ERK1/2 (Thr 202/Tyr 204) (Cell signaling, ref 4370) followed by secondary an anti-rabbit IgG antibody coupled to Alexa Fluor 555 (ThermoFisher, ref A27039) was used to detect Phospho-p42/44 MAPK ERK1/2. p-p38 MAPK (Thr 180/Tyr 182) coupled to PE (cell Signaling 6908), was used to detect phospho-p38 MAPK.

### Annexin V staining and measure of mortality

To determine the proportion of apoptotic and dead cells, fresh neutrophils were stained with Annexin-FITC and propidium iodide (PI) according to manufacturer instruction (Invitrogen, ref V13242).

### Phagocytosis assay

CD45+ CD11b+ Ly6G+ neutrophils were incubated for various times at 37°C with E. coli Red Phrodo bioparticles (ThermoFisher, Illkirch, France) at a concentration of 15 µg/ml and analyzed in a kinetic manner by flow cytometry with a LSR II Fortessa flow cytometer (Becton Dickinson, Le Pont-de-Claix, France). Data were analyzed using FlowJo (Tree Star). When opsonized particles were used, they were opsonized for 1h at 37°C with opsonizing reagent (E2870, ThermoFisher, Illkirch, France), according to manufacturer instructions.

### Reactive oxygen species and mitochondrial superoxide quantification

Reactive oxygen species and mitochondrial quantification was performed by labelling fresh CD45+ CD11b+ Ly6G+ neutrophils for 20 min at 37°C, using CellRox Orange reagent (ref. C10443) and Mitosox reagent (ref. M36008) respectively, following the manufacturer’s instructions (Molecular Probes, ThermoFisher Scientific).

### RNA extraction and RNA-seq data processing

Total RNA was isolated using TRIzol reagent (Fisher Scientific, Illkirch, France), as described by the manufacturer. RNA integrity and quality were verified using RNA ScreenTape kit and Tapestation 2200 apparatus from AGILENT (Les Ulis, France). cDNA libraries were synthesized using NEBNext^®^ rRNA Depletion and Ultra™ II Directional RNA Library Prep Kit (New England Biolabs, Evry-Courcouronnes, France). Library quality was checked on Tapestation 2200 apparatus from AGILENT (Les Ulis, France) with DNA 1000 ScreenTape. Samples were sequenced on Novaseq 6000 (Illumina) with an average sequencing depth of 30 million of paired-end reads. Length of the reads was 150 bp. Each 24 Plex Samples was sequenced on one Illumina SP FlowCell (2*800 million of 150bases reads). Raw sequencing data was quality-controlled with the FastQC program. Low quality reads were trimmed or removed using Trimmer (minimum length: 120 bp). Reads were aligned to the mouse reference genome (mm10 build) with the Star tool. Gene counts were obtained by read counting software Htseq. Normalization and differential analysis were performed with the DESeq2 package with Benjamini-Hochberg FDR multiple testing correction (p < 0.05; 1.5-fold or higher change) comparing WT and KO animals. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (31) and are accessible through GEO Series accession number GSE209860 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE209860).

### Bioinformatic analysis

To assess biological interpretation of the most differentially expressed genes, we used Gene ontology (GO) enrichment analysis. A gene set enrichment analysis (GSEA) was performed using signatures from GSEA collections. A normalized enrichment score (NES) was calculated for each gene set and only gene sets with an adjusted p value < 0.05 were selected.

### Statistics

Statistical analyses were carried out using unpaired Mann-Whitney test.

## Results

### *Cxcr2* invalidation affects the maturation of neutrophils

To evaluate the impact of *Cxcr2* knockout on neutrophil distribution and function, we first measured the presence of CD45+ CD11b+ Ly6G+ neutrophils in the BM and the spleen by flow cytometry (**Figure 1A**). Ly6G+ neutrophils were composed of two subpopulations with high (Ly6G^hi^) or low (Ly6G^lo^) levels of Ly6 (**Figure 1A**). In BM, the percentage of total Ly6G+ (Ly6G^hi^ + Ly6G^lo^) neutrophils was increased by about 30% in *Cxcr2-/-* compared to WT animals, and this was much more pronounced in the spleen, with more than 8 - fold more neutrophils in *Cxcr2-*/- animals (**Figure 1B**). Of particular note, the percentage of CD45+ cells was not different in WT and KO spleens, whereas it slightly increased (88.7% vs 95.2%) in KO BM compared to WT BM (**Supplemental Figure 1**). No major change in FSC and SSC distribution was observed for Ly6G+ neutrophils (**Supplemental Figure 2**). In terms of absolute numbers, we observed a 5-fold increase of the total number of CD45+ cells and CD45+ CD11b+ Ly6G+ neutrophils in the spleen of Cxcr2-/- animals, whereas minimal differences between and Cxcr2-/- and WT animals was seen in BM (no change of the number of CD45+ cells and less than 30% increase for CD45+ CD11b+ Ly6G+) (**Supplemental Figure 3**). This obviously creates a bias in the analysis of any type of subpopulation and for this reason, we decided to continue to look at percentage of subpopulations of neutrophils among neutrophils, to avoid this.

**Figure 1:**
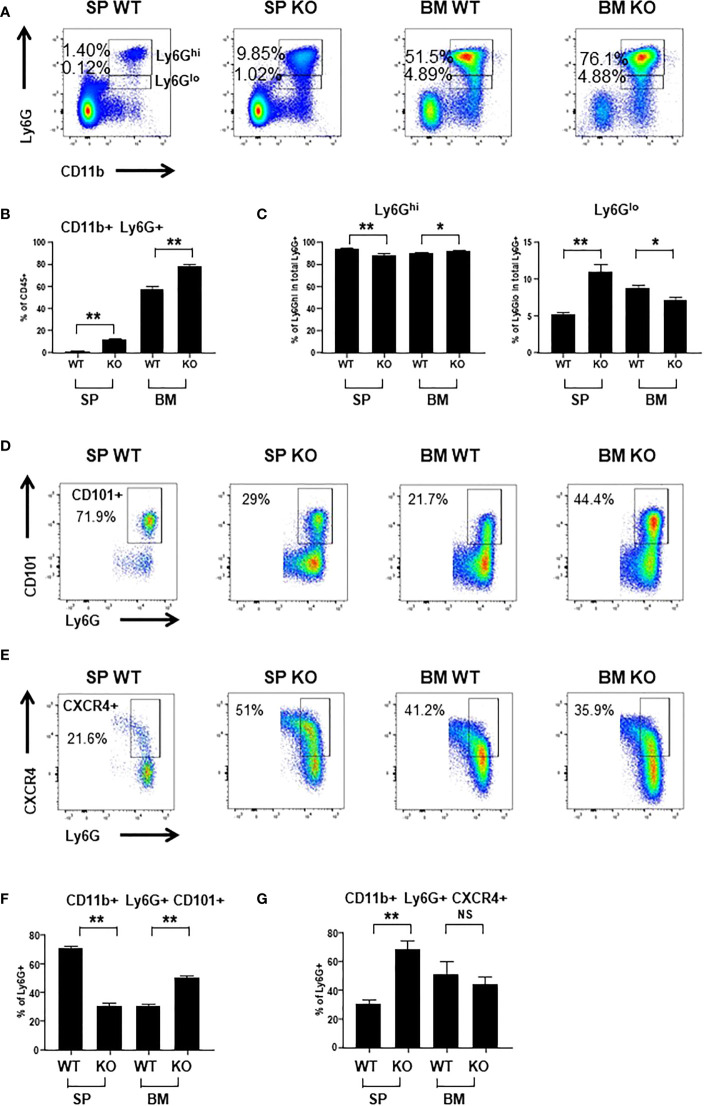
*Cxcr2* knock-out decreases the percentage of mature neutrophils in the spleen. **(A)** Representative dot plots of the gating strategy of CD45+ CD11b+ Ly6G^hi^ and CD45+ CD11b+ Ly6G^lo^ neutrophils among CD45+ cells in WT and *Cxcr2-/-* bone marrow (BM) and spleen (SP). **(B)** Quantification of the percentage of the total neutrophils (CD11b+ Ly6G+: sum of Ly6G^hi^ and Ly6G^lo^) in the CD45+ fraction. **(C)** Quantification of CD11b+ Ly6G^hi^ cells (left panel) and CD11b Ly6G^lo^ (right panel) in the CD11b+ Ly6G+ (Ly6G^hi^ and Ly6G^lo^ fractions) population. **(D)** Gating strategy to identify CD101+ neutrophils in the CD45+ CD11b+ Ly6G+ fraction. **(E)** Gating strategy to identify CXCR4+ neutrophils in the CD45+ CD11b+ Ly6G+ fraction. **(F)** Percentage of mature CD101+ neutrophils in the CD11b+ Ly6G+ fraction. **(G)** Percentage of CXCR4+ neutrophils in the CD11b+ Ly6G+ fraction. Data represent the mean ± SEM of at least 6 animals (Mann-Whitney test, NS: non-significant, *p < 0.05, **p < 0.01).

The level of Ly6G expression has been correlated with the degree of maturation of neutrophils with Ly6G^hi^ neutrophils being the most mature (32). In BM, there was a slight reduction of the percentage of immature Ly6G^lo^ neutrophils among total Ly6G+ in *Cxcr2-/-* animals, whereas there was an increase by 2-fold of immature Ly6G^lo^ neutrophils in *Cxcr2-/-* spleen (**Figure 1C**). To strengthen these results, we used the CD101 marker, which characterizes mature neutrophils (8). Among neutrophils, we observed a reduction of CD101+ mature neutrophils in the spleen, but an increase of mature neutrophils in BM (**Figures 1D, F**). Next, we also looked at Cxcr4 expression in neutrophils, which is correlated not only to immaturity of neutrophils (8), but also to aged neutrophils (33). The percentage of Cxcr4+ neutrophils increased twice in the spleen, but was unaffected in the BM (**Figures 1E, G**), confirming the increase of the proportion of immature neutrophils in the neutrophil fraction of the spleen. To assess more precisely whether these neutrophils corresponded to immature or aged neutrophils in the spleen of KO animals, we used the marker CD62L (L-Selectin), in addition to CXCR4 to identify “aged” CD62L^lo^- CXCR4^hi^ neutrophils, as previously described (33). We observed that the proportion of aged CD62L^lo^- CXCR4^hi^ cells among neutrophils increased in KO spleen compared to WT, but there was no significant change in BM (**Supplemental Figure 4**).

To further assess the nature of neutrophils, we isolated by cell sorting CD45+ CD11b+ Ly6G+ neutrophils from WT and KO BM and spleen and colored them with Giemsa (**Supplemental Figure 9**). WT BM neutrophils displayed a condensed round nucleus, with a small cytoplasm, whereas KO BM neutrophils seem to have a larger ring-shaped nucleus, which could suggest that they are more mature. In the spleen, WT neutrophils had a strongly colored ring-shaped nucleus. Spleen KO neutrophils exhibited a larger nucleus with a less pronounced staining and also a cytoplasmic center, which could be reminiscent of band neutrophils (34). These morphological differences suggest that WT and KO neutrophils might have distinct features.

### *Cxcr2-/-* neutrophils display altered phagocytic ability

Phagocytosis is one of the major function of neutrophils to eliminate infections. Thus, we analyzed the phagocytic abilities of BM and spleen neutrophils. Kinetics of phagocytosis showed that BM *Cxcr2-/-* neutrophils had an enhanced phagocytic ability compared to WT neutrophils (**Figure 2A**), whereas spleen *Cxcr2-/-* neutrophils were less phagocytic than spleen WT neutrophils (**Figure 2B**). We have also performed an additional analysis, by separating Ly6G^hi^ and Ly6G^lo^ neutrophils (**Supplemental Figure 5**). Similar results were obtained for Ly6G^hi^ neutrophils as for Ly6G+ neutrophils, which is an increase of phagocytosis for BM KO neutrophils and a decrease of phagocytosis for spleen KO neutrophils. Concerning Ly6G^lo^ neutrophils, they were less phagocytic than Ly6G^hi^ neutrophils, both in the spleen and BM. Moreover, BM KO Ly6G^lo^ were also more phagocytic than BM WT Ly6G^lo^ neutrophils. On the other hand, no difference was seen for spleen Ly6G^lo^ neutrophils between WT and KO animals. In addition, when using opsonized bioparticles (**Supplemental Figure 6**), we obtained the same trend of difference between WT and KO neutrophils as for non-opsonized particles.

**Figure 2:**
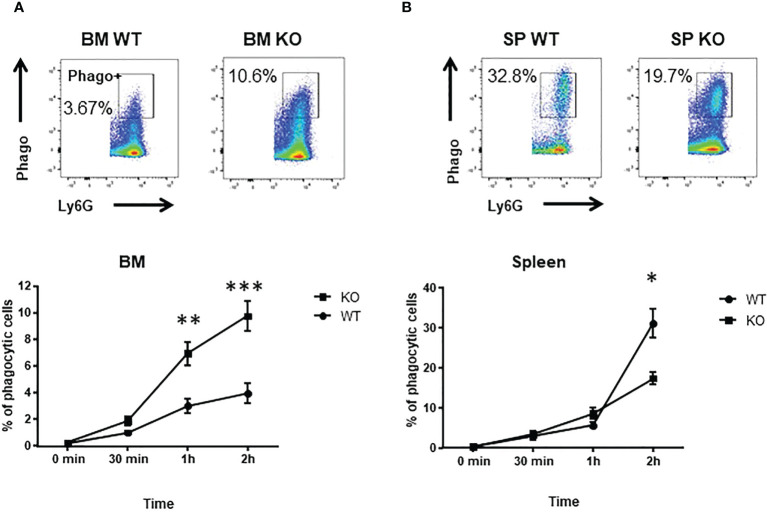
spleen *Cxcr2-/-* neutrophils have an impaired phagocytosis ability. **(A)** To measure phagocytosis, BM CD11b+ Ly6G+ neutrophils were incubated with Red *E*. coli Phrodo bioparticles at 37°C for 0, 30 min, 1h or 2h and analyzed by flow cytometry. Upper panel: Gating strategy to identify phagocytic neutrophils (Phago+) in the CD11b+ Ly6G+ fraction at 2h time. Lower panel: Percentage of phagocytic Ly6G+ neutrophils. **(B)** Same experiment with spleen neutrophils. Results are expressed as the percentage of phagocytic neutrophils in the CD11b+ Ly6G+ population and represent the mean ± SEM of at least 6 animals (Mann-Whitney test, *p < 0.05, **p < 0.01, ***p < 0.001).

To better understand the mechanisms underlying these changes in phagocytic ability, we looked at ROS production and to actin-tubulin cytoskeleton organization of neutrophils, which are essential for phagocytosis (35). We observed a strong reduction in the production of cytoplasmic ROS (**Figures 3A, B**) and mitochondrial superoxide (**Figures 3C, D**) of spleen *Cxcr2-/-* neutrophils, whereas no difference could be measured between BM WT and *Cxcr2-/-* neutrophils. Spleen *Cxcr2-/-* neutrophils had also lower levels of F-Actin (**Figures 4A, B**) as well as tubulin (**Figures 4C, D**) compared to WT, but BM neutrophils were unaffected by *Cxcr2* impairment. These results of decreased levels of F-actin and tubulin were also confirmed, when comparing MFI values for F-actin and tubulin for the different types of neutrophils (**Supplemental Figure 7**). Altogether, these results could account for the lower phagocytic ability of spleen *Cxcr2-/-* neutrophils, which is in agreement with a lower maturity.

**Figure 3:**
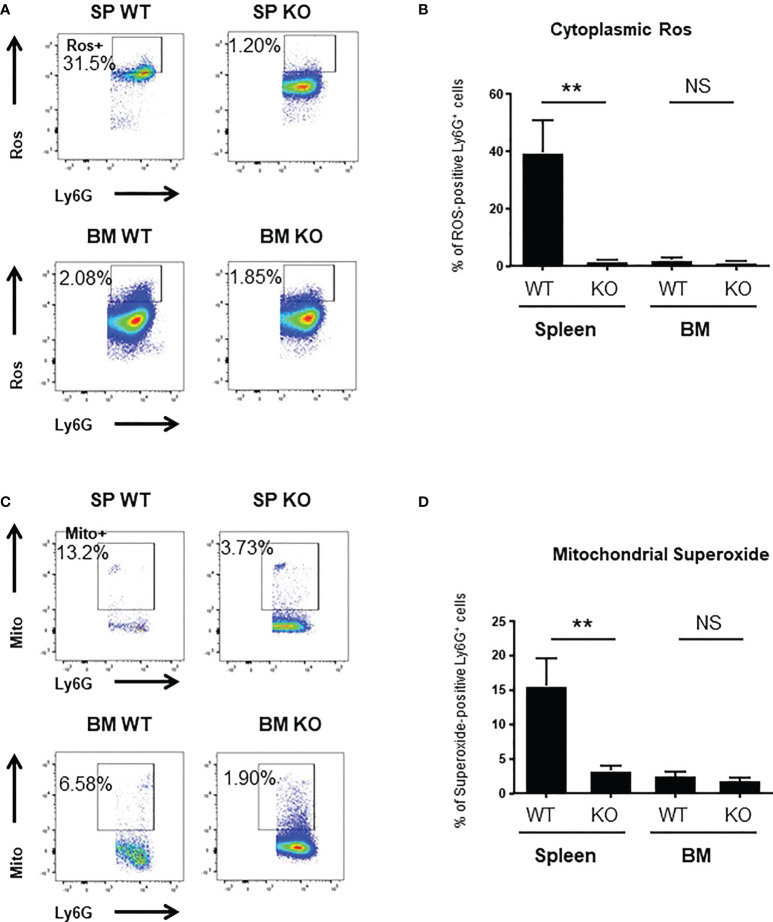
spleen *Cxcr2-/-* neutrophils display reduced ROS and superoxide levels. **(A)** Gating strategy to measure cytoplasmic Ros levels using CellRox Orange in CD11b+ Ly6G+ neutrophils. **(B)** ROS levels were quantified in spleen and BM CD11b+ Ly6G+ neutrophils using CellRox Orange probe. Results are expressed as the percentage of ROS-positive neutrophils in the CD11b+ Ly6G+ population and represent the mean ± SEM of at least 6 animals (Mann-Whitney test, NS: non-significant, **p < 0.01). **(C)** Gating strategy to measure Mitochondrial superoxide levels using Mitosox in CD11b+ Ly6G+ neutrophils. **(D)** Measure of the percentage of mitochondrial superoxide –positive CD11b+ Ly6G+ neutrophils using Mitosox reagent. Data represent the mean ± SEM of at least 6 animals (Mann-Whitney test, NS: non-significant, **p < 0.01).

**Figure 4:**
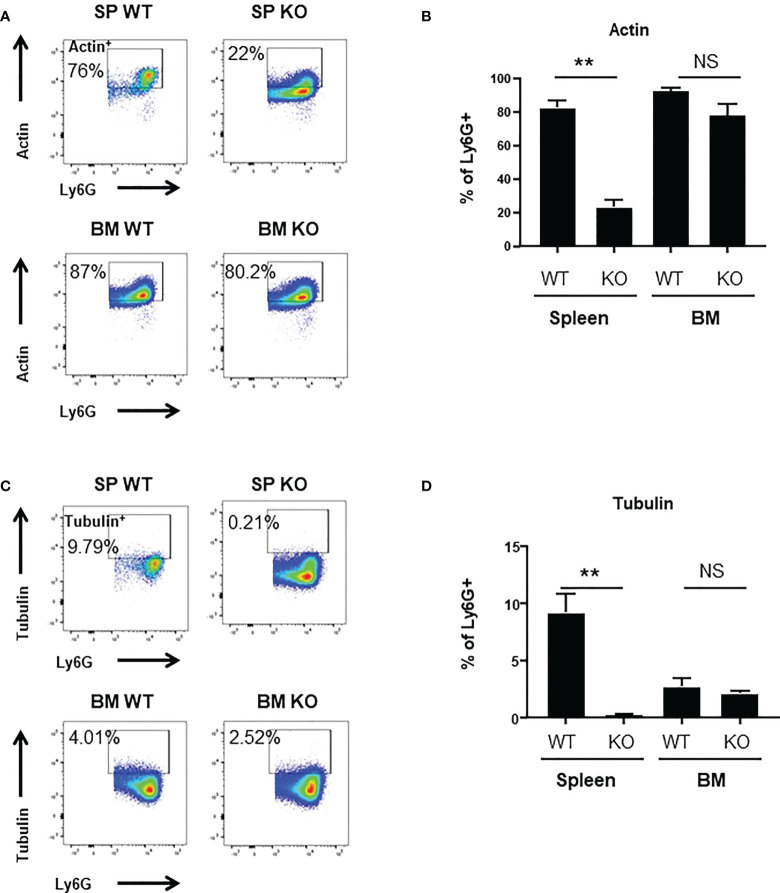
Decrease of Actin^+^ and Tubulin^+^ levels in spleen *Cxcr2-/-*. **(A)** Gating strategy to measure F-Actin levels (Actin^+^) in CD11b+ Ly6G+ neutrophils. **(B)** Percentage of CD11b+ Ly6G+ expressing Actin (mean ± SEM of at least 6 animals; Mann-Whitney test, NS: non-significant, **p < 0.01). **(C)** Gating strategy to measure α-Tubulin levels (Tubulin^+^) in CD11b+ Ly6G+ neutrophils. **(D)** Percentage of CD11b+ Ly6G+ expressing Tubulin. (mean ± SEM of at least 6 animals; Mann-Whitney test, NS: non-significant, **p < 0.01).

### Spleen *Cxcr2-/-* neutrophils have a higher viability

Neutrophil are short term living cells, so we wondered whether Cxcr2 could modulate their survival ability. We observed that the percentages of apoptotic or dead cells were reduced for spleen *Cxcr2-/-* neutrophils (**Figures 5A–C**, respectively), whereas it was similar for WT and *Cxcr2-/-* BM neutrophils. So, this suggests that the reduced phagocytic ability of spleen *Cxcr2-/-* neutrophils is not a consequence of an impaired survival. We have also measured apoptosis and death after a 2h incubation at 37°C, and obtained similar results (**Supplemental Figure 8**), which suggests that an increased apoptosis or death after 2h incubation does not affect the phagocytosis ability of neutrophils.

**Figure 5:**
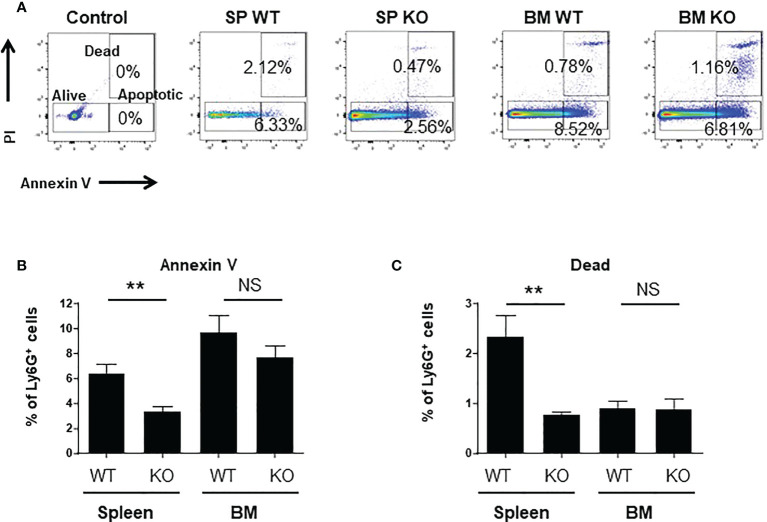
spleen *Cxcr2-/-* neutrophils exhibit a reduced apoptosis and mortality. **(A)** Gating strategy to identify alive, dead and apoptotic cells based on Annexin V and PI staining. Control plot corresponds to cells labelled with cell surface markers, but not with Annexin V and PI **(B)** Measure of the percentage of apoptotic neutrophils in the spleen and BM of WT and *Cxcr2-/-* animals by annexin V staining. **(C)** Same measure of dead cells by PI staining. Results are expressed as the percentage of CD11b+ Ly6G+ neutrophils and represent the mean ± SEM of 6 animals; Mann-Whitney test, NS: non-significant, **p < 0.01.

### Transcriptomic analysis confirms the impaired maturation of spleen *Cxcr2-/-* neutrophils

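For the RNAseq experiment, neutrophils were sorted as CD45+ CD11b+ Ly6G+ cells from the spleens of 4 WT and 4 *Cxcr2-/-* mice aged 10 weeks, all on the FVB background, 1 library per mouse. RNA was depleted of ribosomal RNA before strand-specific libraries were made, so that unspliced and non-polyadenylated transcripts were kept. The authors trimmed the reads, aligned them to the mouse genome (mm10) with STAR and counted them on genes with HTSeq, a program that counts a read pair on a gene when the pair overlaps the exons of that gene alone. They deposited the resulting whole-number count of each gene for each mouse, without normalization, by Ensembl identifier. The total of the counts on genes ranged from 34220182 to 46233555 per WT library (median 40649086) and from 37549648 to 43789253 per *Cxcr2-/-* library (median 39992863.5). The paper states an average of 30 M paired-end reads, and the values given here use the counts on genes of the files. The counting units are called read pairs here, which was not tested. The flow cell yield in the methods allows fewer pairs per library than the files hold, so they may be single reads. Pairs that met no gene made up 31.4% to 41.5% of all pairs counted by HTSeq in the WT libraries and 26.7% to 31.9% in the *Cxcr2-/-* libraries (exact permutation test, two-sided, p = 0.0571, n = 4 per group). The 10 genes with the most counts took 9.45% to 11.6% of the counts on genes in WT and 17.0% to 19.2% in *Cxcr2-/-* libraries. Gene symbols, positions and Entrez identifiers came from the GENCODE M21 annotation of GRCm38, the assembly that mm10 names, which has an entry for 52081 of the genes listed, and 1.43% of the counts lie on genes without an entry. Genes were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on the counts, with TMM normalization and the filterByExpr filter on low counts, which left 16778 genes. Expression is given as CPM (counts on a gene scaled by the TMM-normalized library size), as mean ± SD over the 4 mice of a group, and log2 fold changes are *Cxcr2-/-* over WT. The paper used DESeq2 for the same comparison, which was run as an alternative.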

We next focused on spleen neutrophils to decipher whether and how Cxcr2 deficiency impacts their molecular identity. 

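*Cxcr2*, the targeted gene, is listed as ENSMUSG00000026180 and lies on chromosome 1 from 74153989 to 74161246 of GRCm38. Its RNA was at 1956 ± 221 CPM in WT and 17.1 ± 3.46 CPM in *Cxcr2-/-* neutrophils (n = 4 each), between 1719 and 2252 CPM in the WT and between 12.9 and 20.7 CPM in the *Cxcr2-/-* libraries, in the direction of each library's genotype. The log2 fold change was -6.84 (standard error 0.19, adjusted p = 3.50e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the thresholds of the methods, an adjusted p under 0.05 and at least a 1.5-fold change, the same test called 2628 genes higher and 2628 genes lower in *Cxcr2-/-* spleen neutrophils among the 16778 genes tested. Without the fold threshold, 7495 genes had an adjusted p under 0.05. Of all tested genes, 41.6% had no overlap between the CPM of the 4 WT and the 4 *Cxcr2-/-* libraries, where chance gives 2.86%. DESeq2 called 2604 genes higher and 2893 lower, and shared 2479 of the higher and 2567 of the lower calls. The split moved most with upper-quartile normalization, to 1975 genes higher and 3227 lower (38.0% of the calls higher, against 50% with TMM). Among called genes with an average log2 CPM of at least 5 and no overlap between the groups, the largest rises were those of Lipg, Mpo, Fam20c, Ggt1 and Prok2. Lipg, on chromosome 18 from 74939322 to 74961263, was at 4.76 ± 0.348 CPM in WT and 220.1 ± 36.7 CPM in *Cxcr2-/-* neutrophils. The log2 fold changes were 5.53 for Lipg, 4.58 for Mpo, 4.00 for Fam20c, 3.83 for Ggt1 and 3.71 for Prok2, with adjusted p of 3.50e-10 for Lipg, 2.27e-04 for Mpo, 3.49e-08 for Fam20c, 7.77e-08 for Ggt1 and 3.49e-08 for Prok2 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Mpo varied between the *Cxcr2-/-* mice, from 19.1 to 145.8 CPM, at 19.1 and 20.2 CPM in mice 1 and 2 and 81.2 and 145.8 CPM in mice 3 and 4. By the same limits, the largest falls besides *Cxcr2* were those of Tns1, Egr1, Ptgs2 and Atf3, with log2 fold changes of -3.66 for Tns1, -3.54 for Egr1, -3.22 for Ptgs2 and -3.21 for Atf3 and adjusted p of 4.76e-09 for Tns1, 4.86e-05 for Egr1, 1.42e-05 for Ptgs2 and 1.36e-05 for Atf3 by edgeR's quasi-likelihood test. Tns1, on chromosome 1 from 73910231 to 74124449, lies 140 kb from *Cxcr2* between gene centres. Egr1 and Atf3 belong to a list of immediate early and dissociation genes. Of this list, 24 were tested and 20 were lower with an adjusted p under 0.05 by the same edgeR test. Time between taking the spleen and lysis may change these genes.

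**Figure D1:**
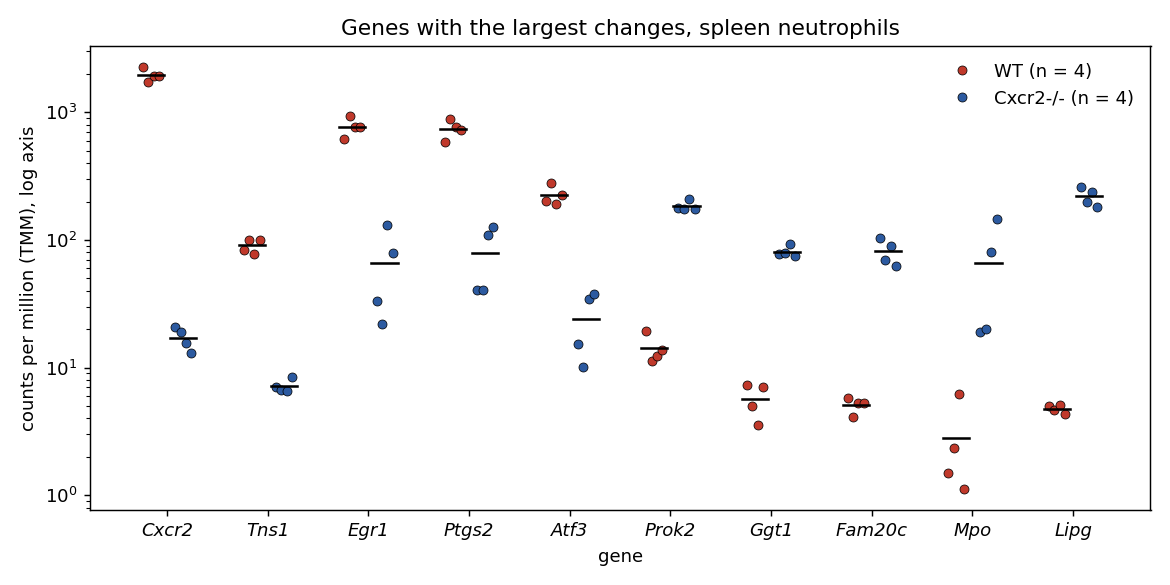
CPM (TMM-scaled, log axis) of the 5 genes with the largest falls and the 5 with the largest rises in *Cxcr2-/-* spleen neutrophils, among called genes with an average log2 CPM of at least 5 and no overlap between the groups. Each point is 1 mouse and the bars are the means of 4 mice. The WT and *Cxcr2-/-* points do not overlap for any of these genes, as the choice required, and Mpo ranges from 19.1 to 145.8 CPM among the *Cxcr2-/-* mice.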

RNAseq analyses of WT and *Cxcr2-/-* spleen neutrophils showed that more than 2,500 transcripts were up-regulated and about the same number down-regulated in *Cxcr2-/-* spleen neutrophils (**Figures 6A–C**). We then focused on their maturation using the neutrophil maturation signature reported by Xie and collaborators (36). GSEA analysis confirmed that spleen *Cxcr2-/-* were less mature than their WT counterparts (**Figures 6D, E**), with down regulation of genes encoding Cathepsin D (Ctsd), JunB or IL-1β involved in Netosis (2), Arginase-2 (Arg2) controlling extra-urea cycle arginine metabolism and nitric oxide synthesis (12), C-type lectin receptor Clec4d crucial for bacteria elimination (37) or Selplg (CD162), important for the rolling of neutrophils (38).

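The RNA of these 6 genes was lower in *Cxcr2-/-* than in WT spleen neutrophils with log2 fold changes from -1.57 to -0.23, and 5 of the 6 passed an adjusted p of 0.05. Junb, on chromosome 8 from 84974484 to 84978718 of GRCm38, was at 2252 ± 289.7 CPM in WT and 756 ± 167 CPM in *Cxcr2-/-* neutrophils (n = 4 each). Il1b, on chromosome 2 from 129364570 to 129371139, was at 4374 ± 818 CPM in WT and 1607 ± 479.8 CPM in *Cxcr2-/-* neutrophils. Clec4d, on chromosome 6 from 123262111 to 123275265, was at 391.6 ± 28.9 CPM in WT and 151 ± 7.31 CPM in *Cxcr2-/-* neutrophils, and Arg2, on chromosome 12 from 79130777 to 79156301, was at 111 ± 6.86 CPM in WT and 67.5 ± 0.725 CPM in *Cxcr2-/-* neutrophils. Selplg, on chromosome 5 from 113818536 to 113832644, was at 1026 ± 122 CPM in WT and 814 ± 87.7 CPM in *Cxcr2-/-* neutrophils, where the groups overlapped. The log2 fold changes were -1.57 for Junb, -1.44 for Il1b, -0.71 for Arg2, -1.38 for Clec4d and -0.33 for Selplg, with standard errors of 0.17 for Junb, 0.21 for Il1b, 0.08 for Arg2, 0.09 for Clec4d and 0.12 for Selplg. Their adjusted p were 1.06e-05 for Junb, 1.46e-04 for Il1b, 1.78e-05 for Arg2, 3.85e-07 for Clec4d and 0.0360 for Selplg by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ctsd, on chromosome 7 from 142375911 to 142388038, was at 506 ± 39.1 CPM in WT and 430.3 ± 18.9 CPM in *Cxcr2-/-* neutrophils, a log2 fold change of -0.23 (standard error 0.09, adjusted p = 0.0591 by edgeR's quasi-likelihood test), and it had an adjusted p of 0.0403 with DESeq2. GENCODE M21 places a gene on the same strand over Ctsd. The annotation used for the counting may differ from it. If it holds that gene too, pairs shared by both were not counted on Ctsd. With each mouse left out in turn, Selplg no longer had an adjusted p under 0.05 in at least 1 fit (highest 0.108 with edgeR), while Junb, Il1b, Clec4d and Arg2 stayed under it. Selplg also did not pass with a covariate for RNA of non-neutrophil cells (adjusted p 0.1301 with edgeR), at a log2 fold change of -0.36. That covariate correlated with genotype at -0.71, so it can also remove true calls. The heatmap of Fig. 6E shows 21 genes as lower and 9 as higher whose symbol is also that of a mouse gene. The paper picked them as significant in these same libraries, so their counts are no separate evidence. Of the 21, 18 were lower with an adjusted p under 0.05 from edgeR's quasi-likelihood test (20 with DESeq2), and of the 9, 8 were higher. The largest falls among the genes of Fig. 6E were Slc7a11 and Dusp1, with log2 fold changes of -2.93 and -2.35. Dusp1 and Junb are also in the list of immediate early and dissociation genes, which handling time may change. Clec4e, at -0.29, and Cd300lf, at 0.07, did not pass, with adjusted p of 0.0576 and 0.612 from the same edgeR test, and neither did Ifitm2, at 0.35 (adjusted p 0.142), whose reads can be shared with its paralogs Ifitm1 and Ifitm3. The published maturation signature itself was not analysed here. From the enrichment of that signature and the lower expression of these genes, the paper concludes that *Cxcr2-/-* spleen neutrophils are less mature than WT neutrophils.

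**Figure D2:**
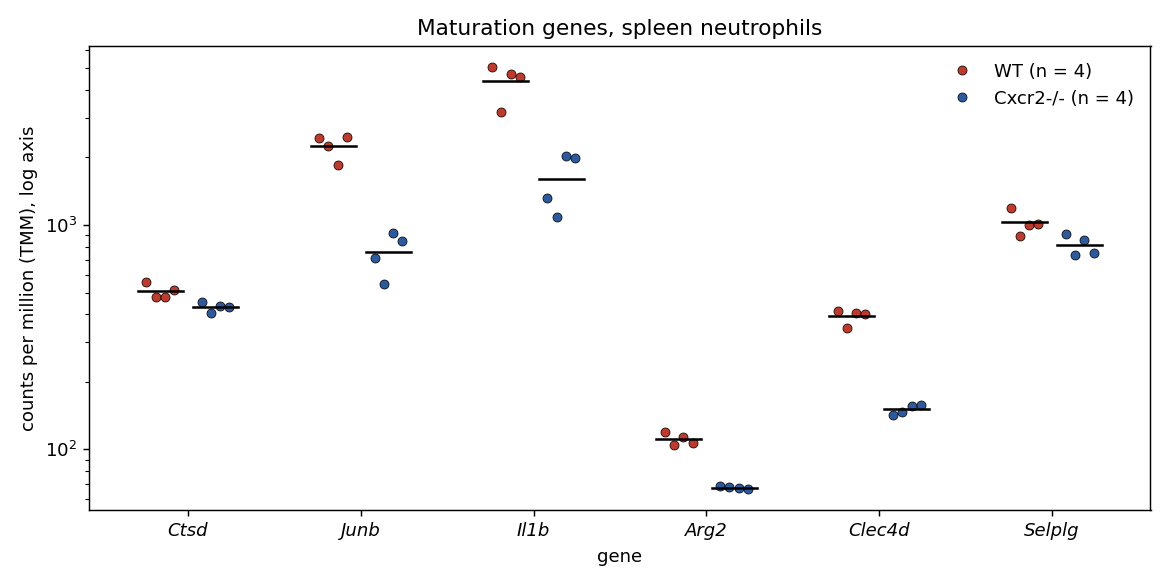
CPM (TMM-scaled, log axis) of the 6 maturation genes named in the text. Each point is 1 mouse and the bars are the means of 4 mice. Every *Cxcr2-/-* mouse is below every WT mouse for Junb, Il1b, Arg2, Clec4d and Ctsd, and the groups overlap for Selplg.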

**Figure 6:**
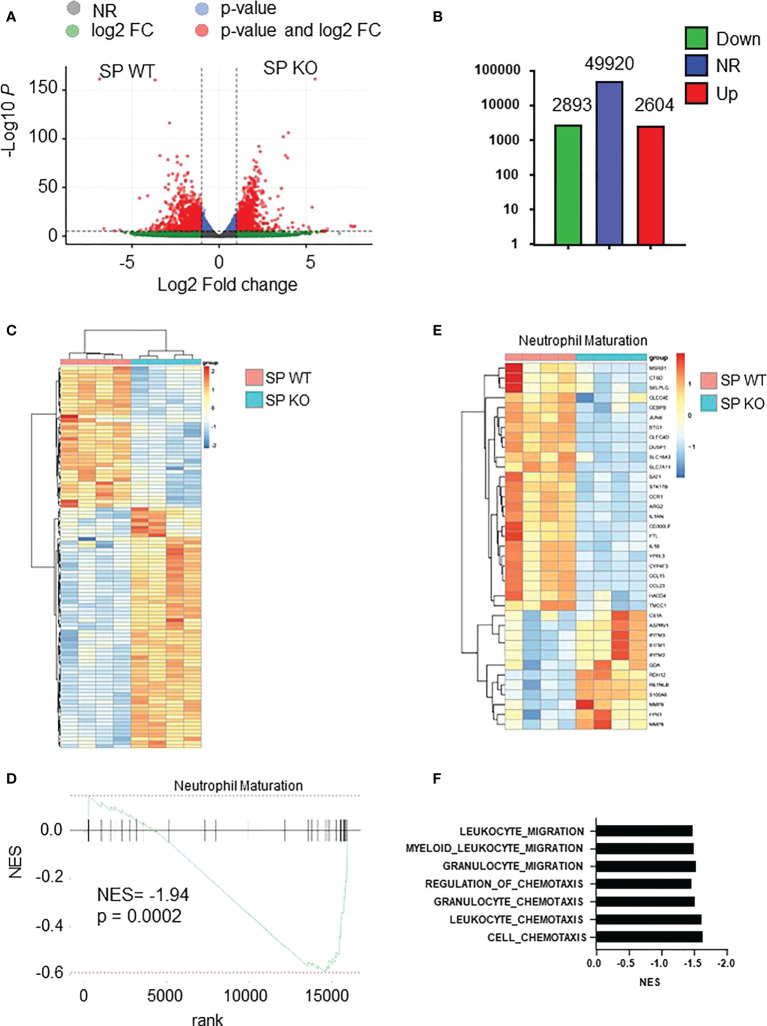
*Cxcr2-/-* neutrophils display decreased maturity at the transcriptomic level. **(A)** Volcano plot showing the global changes in RNA expression patterns for spleen neutrophils isolated from *Cxcr2-/-* (SP KO) versus WT (SP WT) animals. Data represent analysis of cpm estimates with a log of fold change of more than 1.5 fold and p< 0.05 of 4 animals per group. Grey dots: NR: non-regulated genes; Green dots: genes with a log of fold change of more than 1.5 fold; blue dots: genes with a p-value <0.05; red dots: genes with a log of fold change of more than 1.5 fold and p< 0.05. **(B)** Number of differentially regulated genes for the spleen neutrophils. Up: genes up-regulated in spleen isolated from *Cxcr2-/-* versus WT animals. Down: down-regulated genes. NR: non regulated genes. **(C)** Simplified Heatmap of spleen *Cxcr2-/-* versus WT neutrophils. **(D)** Normalized enrichment score (NES) after GSEA analysis of the transcriptome of spleen neutrophils isolated from *Cxcr2-/-* versus WT animals according to Neutrophil maturation of Xie et al. (36). **(E)** Heatmap of the significantly regulated genes (p<0.05) of Neutrophil maturation signature. **(F)** Cluster of chemotaxis and migration GSEA analysis from *Cxcr2-/-* versus WT animals according to Biologic process GO: Cell-chemotaxis (NES= -1.64; q= 0.0002), Leukocyte-chemotaxis (NES= -1.62; q= 0.001), Granulocyte chemotaxis (NES= -1.53; q= 0.029), Regulation of Chemotaxis (NES = -1.46; q = 0.013), Granulocyte migration (NES= -1.54; q=0.025), Myeloid-leukocyte-migration (NES= -1.50; q= 0.012), leukocyte-migration (NES = -1.48; q= 0.003).

In addition, there was a cluster of GSEA Biological process (BP) signatures showing a down-regulation of the chemotaxis and migration of spleen *Cxcr2-/-* neutrophils (**Figure 6F**), suggesting a decrease in the migration ability of these neutrophils.

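The GO signatures of Fig. 6F were not analysed here, and a related Reactome set, chemokine receptors that bind chemokines, was tested in their place. Of its 68 mouse genes, 29 were among the genes tested, 19 with a negative and 10 with a positive log2 fold change (median -0.75). With genes ranked by the signed square root of edgeR's F statistic, fgsea gave the set a normalized enrichment score of -2.03 (Benjamini-Hochberg adjusted p = 9.81e-04 over 9 Reactome sets). *Cxcr2* is itself a member of the set, and without it the score was -1.75 (adjusted p = 0.0202 from fgsea's gene permutations). Limma's camera, which allows for the correlation between genes, gave p = 0.201 for the same set. With each library left out in turn the score stayed between -2.23 and -1.85. Besides *Cxcr2*, the largest falls were those of the chemokine receptor Ccrl2, at 756 ± 152 CPM in WT and 104 ± 81.8 CPM in *Cxcr2-/-* neutrophils, and of the chemokine Ccl3, at 54.5 ± 16.3 CPM in WT and 8.25 ± 5.64 CPM in *Cxcr2-/-* neutrophils (n = 4 each). Ccrl2 lies on chromosome 9 from 111054486 to 111057519 of GRCm38 and Ccl3 on chromosome 11 from 83647844 to 83649355. Their log2 fold changes were -2.87 and -2.72, with adjusted p of 6.24e-04 and 1.38e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cxcl2 had a log2 fold change of -2.06 with a standard error of 0.78, as its spread among the *Cxcr2-/-* mice was wide (469.9 ± 144 CPM in WT and 113 ± 118 CPM in *Cxcr2-/-* neutrophils). Its adjusted p of 0.0484 with edgeR became 0.0936 with DESeq2. It was 0.169 in edgeR with a covariate for RNA of non-neutrophil cells (log2 fold change -1.37). With the replicate number as a block it was 0.00589 in edgeR (log2 fold change -3.16), and the highest with a library left out was 0.105. Ccr2 had a log2 fold change of 1.72 (adjusted p = 0.0130 by edgeR's quasi-likelihood test, 0.0592 with the replicate number as a block), at 7.29 ± 2.22 CPM in WT and 24.1 ± 19.0 CPM in *Cxcr2-/-* neutrophils, and the groups overlapped. Ccrl2, Cxcl2 and Ccr2 were picked after their values were seen.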

### ERK and p38 MAPK pathways are down-regulated in spleen *Cxcr2-/-* neutrophils

To look at the signaling that were affected in spleen *Cxcr2-/-* neutrophils, we first focused on ERK and p38 MAPK signaling, which are known to modulate the migration and adhesion of neutrophils (39, 40). 

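Expression of the genes of each MAPK cascade was compared between the 4 WT and 4 *Cxcr2-/-* libraries. The GO signatures of Fig. 7A and 7B were not analysed here, and smaller Reactome sets on the same signaling were. The Reactome set on signalling to ERKs had 31 genes tested, 9 of them lower and 9 higher with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and a normalized enrichment score of 1.10 (adjusted p = 0.434 from fgsea's gene permutations over 9 sets). For the set on activation of p38 MAPK by TAK1, 20 genes were tested, 5 lower and 6 higher, and the score was -0.95 (adjusted p = 0.508 from fgsea's gene permutations). Neither score differed from what fgsea gives gene sets of that size drawn at random. Fig. 7D shows genes that the paper picked as significant in these same libraries. That most differ here too was largely given in advance and adds nothing to the set scores. Of the 18 genes it shows as lower, 16 were lower with an adjusted p under 0.05, and all 7 that it shows as higher were higher, by the same edgeR test. The 2 others were Mfhas1, with a log2 fold change of -0.76 (adjusted p = 0.0708 with edgeR and 0.0495 with DESeq2), and Bmp2, which the filter on low counts removed and for which DESeq2 gave an adjusted p of 0.00914.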

RNAseq data showed that both ERK1 and ERK2 cascade (**Figures 7A, C**), as well as p38MAPK cascade (**Figures 7B, D**), were down regulated in spleen *Cxcr2-/-* neutrophils. 

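Among genes of the ERK1 and ERK2 cascade, the transcription factor gene Jun, on chromosome 4 from 95049034 to 95052222 of GRCm38, was at 234 ± 89.7 CPM in WT and 79.6 ± 35.2 CPM in *Cxcr2-/-* neutrophils (n = 4 each). Atf3, on chromosome 1 from 191170296 to 191218039, was at 225 ± 39.8 CPM in WT and 24.2 ± 13.6 CPM in *Cxcr2-/-* neutrophils. Both Jun and Atf3 are in the list of immediate early and dissociation genes, which handling time may change. Jun had a log2 fold change of -1.56 and a standard error of 0.32, with an adjusted p of 0.00165 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Tgfb1 was at 222 ± 19.1 CPM in WT and 132 ± 12.3 CPM in *Cxcr2-/-* neutrophils (log2 fold change -0.75, standard error 0.10). For the chemokine Ccl4 the values were 16.5 ± 3.93 CPM in WT and 4.30 ± 1.87 CPM in *Cxcr2-/-* neutrophils, a log2 fold change of -1.94. Adjusted p were 6.87e-05 for Tgfb1 and 1.20e-04 for Ccl4 by edgeR's quasi-likelihood test. Igf1 was low, at 1.18 ± 1.27 CPM in WT and 0.360 ± 0.182 CPM in *Cxcr2-/-* neutrophils, and its log2 fold change of -1.73 had a standard error of 0.66 (adjusted p = 0.0481 by the same edgeR test). Left-out libraries moved the log2 fold change of Igf1 between -2.07 and -0.66, and with a covariate for RNA of non-neutrophil cells it was 0.62. With the replicate number as a block its adjusted p was 0.178 in edgeR. The human symbols CCL15, CCL18 and CCL23 were not matched to a mouse gene. Of the mouse chemokine genes Ccl6 and Ccl9, Ccl6 was at 798 ± 181 CPM in WT and 177 ± 6.68 CPM in *Cxcr2-/-* neutrophils (log2 fold change -2.17, adjusted p = 5.77e-07 by edgeR's quasi-likelihood test) and Ccl9 at 8.49 ± 0.900 CPM in WT and 8.38 ± 6.36 CPM in *Cxcr2-/-* neutrophils (log2 fold change -0.01, adjusted p = 0.982 by that test). The kinase genes fell less. Braf, on chromosome 6 from 39603237 to 39725463, was at 242 ± 17.5 CPM in WT and 174 ± 16.1 CPM in *Cxcr2-/-* neutrophils, and Syk, on chromosome 13 from 52583173 to 52648792, was at 1296 ± 49.1 CPM in WT and 1038 ± 76.0 CPM in *Cxcr2-/-* neutrophils. Log2 fold changes were -0.44 for Ptk2b, -0.32 for Syk, -0.33 for Csk and -0.47 for Braf, with standard errors of 0.12 for Ptk2b, 0.10 for Syk, 0.12 for Csk and 0.10 for Braf. Their adjusted p were 0.00915 for Ptk2b, 0.0185 for Syk, 0.0386 for Csk and 0.00172 for Braf by edgeR's quasi-likelihood test, and none of these 4 genes reached a 1.5-fold change. With a library left out, Syk and Csk did not pass in at least 1 fit (highest adjusted p 0.0648 and 0.123 with edgeR), and the groups overlapped for Csk. With the covariate for RNA of non-neutrophil cells both also did not pass (adjusted p 0.0631 and 0.0538 with edgeR). Their log2 fold changes did not shrink with it, at -0.37 for Syk and -0.45 for Csk.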

Concerning ERK1/2 cascade, there is in particular a down-regulation of the AP-1 Transcription Factor Jun, of the Cyclic AMP-Dependent Transcription Factor Atf-3, IL1β, growth factors such as TGFβ1 and IGF1, multiple chemokines such as Ccl3, 4, 15, 18, 23 and of a number of kinases such as Ptk2b (Protein Tyrosine Kinase 2 Beta), the tyrosine-protein kinase Syk, Csk (C-Terminal Src Kinase) or the serine/threonine protein kinase BRAF (**Figure 7C**). For p38MAPK cascade, we observed in particular a down regulation of Mitogen-Activated Protein Kinase 14 (Mapk14), Mitogen-Activated Protein Kinase Kinase Kinase 3 (Map3k3), Map3k5, and cytokines such as IL1β, HGF.

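Map3k5, on chromosome 10 from 19934472 to 20142753 of GRCm38, was at 549 ± 46.1 CPM in WT and 252 ± 13.0 CPM in *Cxcr2-/-* neutrophils (n = 4 each), and Map3k3, on chromosome 11 from 106084613 to 106155446, was at 563 ± 66.6 CPM in WT and 356 ± 40.6 CPM in *Cxcr2-/-* neutrophils. Mapk14, on chromosome 17 from 28691329 to 28748406, was at 539.8 ± 57.4 CPM in WT and 426 ± 44.6 CPM in *Cxcr2-/-* neutrophils. Hgf, on chromosome 5 from 16553495 to 16620152, was at 42.4 ± 2.86 CPM in WT and 20.5 ± 3.35 CPM in *Cxcr2-/-* neutrophils. Log2 fold changes were -0.34 for Mapk14, -0.66 for Map3k3, -1.12 for Map3k5 and -1.05 for Hgf, with standard errors of 0.11 for Mapk14, 0.12 for Map3k3, 0.10 for Map3k5 and 0.12 for Hgf. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p were 0.0249 for Mapk14, 5.82e-04 for Map3k3, 2.22e-06 for Map3k5 and 1.85e-05 for Hgf. The fall of Mapk14 was under 1.5-fold, its groups overlapped, and its highest adjusted p with a library left out was 0.0894 in edgeR. GENCODE M21 also places a gene on the same strand over Mapk14. If the annotation used for the counting holds that gene too, pairs shared by both were not counted. Among the other genes of Fig. 7D, Per1 and Zfp36 fell with log2 fold changes of -1.75 and -1.302, and Map3k20 and Map3k7 rose with log2 fold changes of 0.79 and 0.61. These 4 had adjusted p of 9.59e-04 for Per1, 6.67e-05 for Zfp36, 0.00434 for Map3k20 and 3.16e-04 for Map3k7 by edgeR's quasi-likelihood test. Zfp36 is also in the list of immediate early and dissociation genes.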

**Figure 7:**
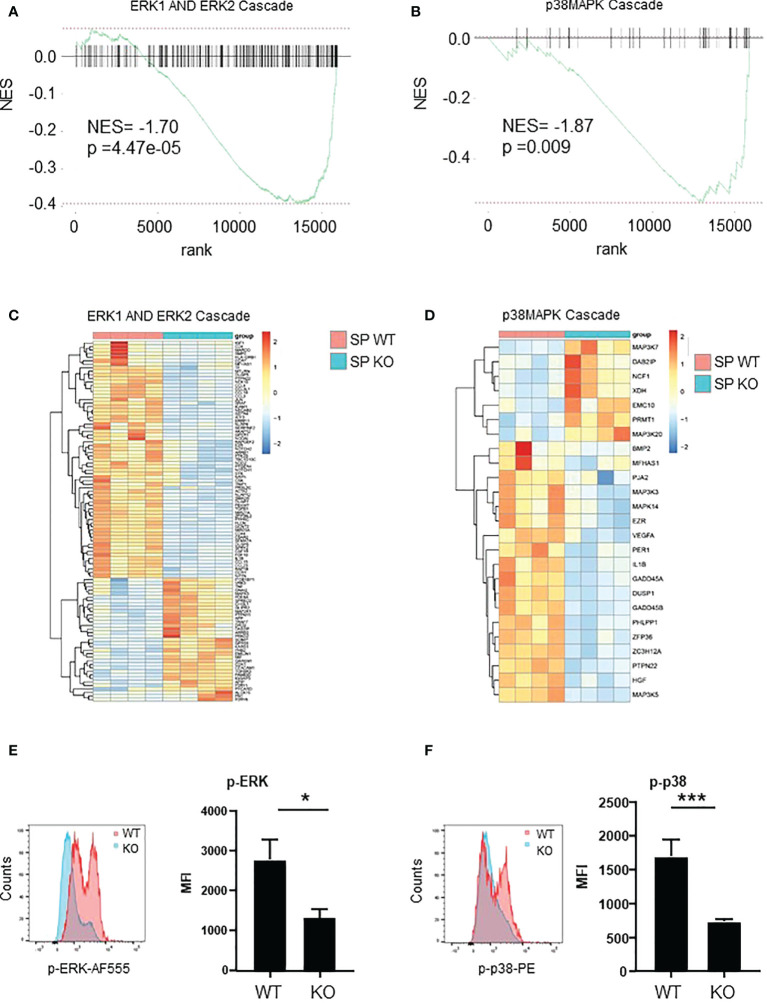
ERK and p38 pathways are down-regulated in Spleen *Cxcr2-/-* neutrophils. **(A)** NES after GSEA analysis of the transcriptome of spleen neutrophils isolated from *Cxcr2-/-* versus WT animals according to ERK1 and ERK2 cascade signature. **(B)** Same analysis for p38-MAPK signature. **(C)** Heatmap of the significantly regulated genes (p<0.05) of GO-BP ERK1 and ER2 cascade signature. **(D)** Heatmap of the significantly regulated genes (p < 0.05) of GO-BP p38 MAPK cascade signature. **(E)** Phospho-p42/44 MAPK ERK1/2 (Thr 202/Tyr 204) was analyzed by flow cytometry in spleen CD11b+ Ly6G+ neutrophils. Left panel: representative Mean of Fluorescence (MFI) of WT (red line) and KO (blue line) Ly6G+ neutrophils. Results are expressed as MFI of phospho-ERK positive neutrophils in the CD11b+ Ly6G+ population and represent the mean ± SEM of at least 6 animals (Mann-Whitney test, *p < 0.05). **(F)** Phosphorylation of p38MAPK on Thr180/Tyr182 was analyzed by flow cytometry in the same conditions (Mann-Whitney test, ***p < 0.001).

To confirm these results, we measured by flow cytometry the intracellular content of Phospho-p42/44 MAPK ERK1/2 and phospho-p38 MAPK (Thr 180/Tyr 182). The mean of fluorescence (MFI) of p-ERK1/2 and p-p38 were down-regulated by about 50% in spleen *Cxcr2-/-* neutrophils compared to WT neutrophils (**Figures 7E, F**, respectively) confirming the alterations of these pathways.

### Several pathways are impaired in spleen *Cxcr2-/-* neutrophils

To further investigate the mechanisms involved in the changes observed in spleen *Cxcr2-/-* neutrophils, we explored the main pathways that were affected at the transcriptomic level. 

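Pathway-level expression was compared with Reactome sets, chosen by name, since the signatures of Fig. 8A to 8F were not analysed here. Scores are normalized enrichment scores from fgsea, which compares each set with random sets of genes, and their p were adjusted over 9 Reactome sets by Benjamini-Hochberg. The set of PIP3 activation of AKT signaling (57 genes tested) had a score of -1.53 (adjusted p = 0.0374 from fgsea's gene permutations). Interleukin-1 signaling (41 genes) had a score of -1.59 (adjusted p = 0.0428), and interferon gamma signaling (79 genes) one of -1.66 (adjusted p = 0.00906), by the same gene permutations. Signaling by the TGFβ receptor complex (66 genes) had a score of -1.34, which did not pass (adjusted p = 0.102 from fgsea's gene permutations), and it did with the DESeq2 ranking (-1.38, adjusted p = 0.0428). NFκB activation by TAK1 (21 genes) had a score of -0.97 (adjusted p = 0.508 from fgsea's gene permutations). The set of Dectin-1-mediated noncanonical NFκB signaling (55 genes) was higher in *Cxcr2-/-* neutrophils, with a score of 2.00 (adjusted p = 1.30e-04 from fgsea's gene permutations). Of its tested genes, 43 encode proteasome subunits, and 42 of these had a positive log2 fold change. Without the proteasome genes the score was -1.35 (adjusted p = 0.182 from fgsea's gene permutations). The sets of AKT and interleukin-1 signaling did not pass with at least 1 library left out, and ranked by log2 fold change alone, these 2 and interferon gamma signaling did not pass. Limma's camera, which allows for correlation between genes, gave none of the 9 sets an adjusted p under 0.05. When the 8 libraries were split in other ways into groups of 4, fgsea passed a median of 2.5 of the 9 sets, against 5 for the split by genotype, and 2 of all 35 splits, that by genotype included, passed at least 5.

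**Figure D3:**
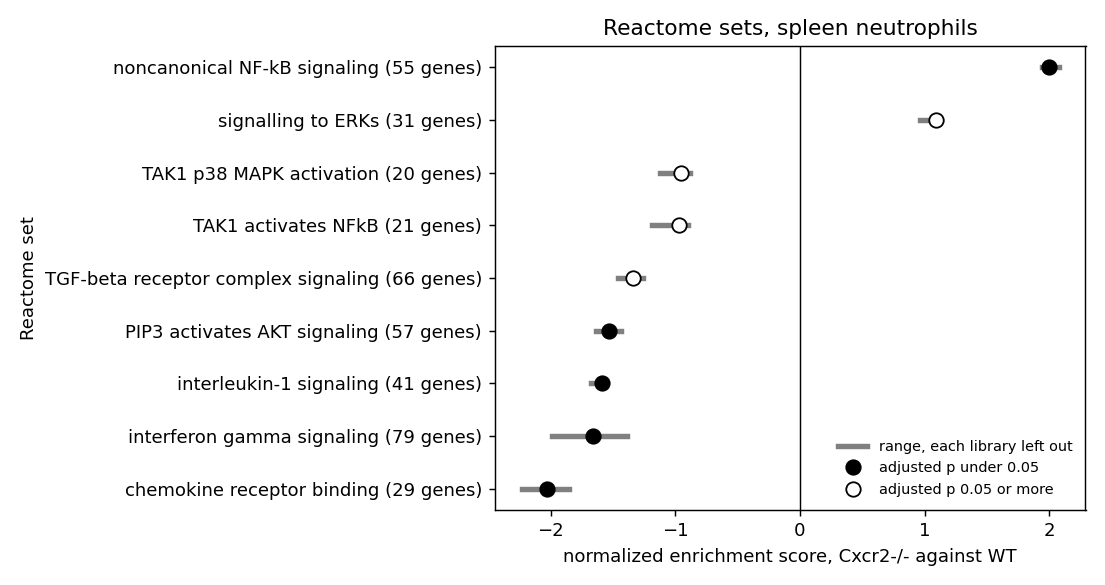
Normalized enrichment scores of the 9 Reactome sets in *Cxcr2-/-* against WT spleen neutrophils (4 mice each), with the number of genes tested. Filled points have an adjusted p under 0.05, open points do not, and grey bars span the scores with each library left out in turn. Of the 5 filled sets, 4 lie below 0 and the noncanonical NF-kB set lies above it.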

GSEA analysis showed a reduction of PI3K-AKT signaling (**Figure 8A**), TNFα signaling *via* NFκB (**Figure 8B**), NIK-NFκB signaling (**Figure 8C**), as well of the cellular response to IL-1 (**Figure 8D**) and TGFβ signaling (**Figure 8E**) and signaling by IFNγ (**Figure 8F**) signatures in spleen *Cxcr2-/-* neutrophils compared to WT neutrophils. Among the genes involved in PI3K-AKT pathway, we observed a down-regulation of Phosphatidylinositol-4,5-Bisphosphate 3-Kinase Catalytic Subunit Alpha, Delta and Gamma (Pik3ca, Pik3cd and Pik3cg), and Phosphoinositide-3-Kinase Regulatory Subunit 1, 2 and 5 (Pik3r1, Pik3r2, Pik3r5), Janus Kinase 1 (Jak1), Glycogen Synthase Kinase 3 Beta (GSK3b), and Kras, which are crucial for this pathway.

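Pik3ca, Pik3cd, Pik3cg, Pik3r1, Pik3r2, Pik3r5, Jak1 and Gsk3b were lower in *Cxcr2-/-* spleen neutrophils, without overlap between the 4 WT and 4 *Cxcr2-/-* libraries, and all 8 had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Pik3cd, on chromosome 4 from 149649168 to 149702571 of GRCm38, was at 768 ± 95.0 CPM in WT and 533 ± 76.5 CPM in *Cxcr2-/-* neutrophils (n = 4 each). Pik3r5, on chromosome 11 from 68432121 to 68497849, was at 475 ± 48.4 CPM in WT and 306 ± 40.7 CPM in *Cxcr2-/-* neutrophils. Pik3r2 was the lowest in expression, at 28.5 ± 4.71 CPM in WT and 18.2 ± 2.54 CPM in *Cxcr2-/-* neutrophils. The log2 fold changes were -0.37 for Pik3ca, -0.53 for Pik3cd, -0.36 for Pik3cg, -0.50 for Pik3r1, -0.65 for Pik3r2, -0.64 for Pik3r5, -0.41 for Jak1 and -0.29 for Gsk3b. Standard errors were 0.09 for Pik3ca, 0.13 for Pik3cd, 0.10 for Pik3cg, 0.10 for Pik3r1, 0.14 for Pik3r2, 0.12 for Pik3r5, 0.10 for Jak1 and 0.09 for Gsk3b. The adjusted p were 0.00594 for Pik3ca, 0.00461 for Pik3cd, 0.00942 for Pik3cg, 0.00101 for Pik3r1, 0.00220 for Pik3r2, 7.64e-04 for Pik3r5, 0.00554 for Jak1 and 0.0207 for Gsk3b by edgeR's quasi-likelihood test. Of these genes, Pik3r2 and Pik3r5 passed the 1.5-fold threshold of the methods. With a library left out, Gsk3b did not pass in at least 1 fit (highest adjusted p 0.0699 with edgeR).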

**Figure 8:**
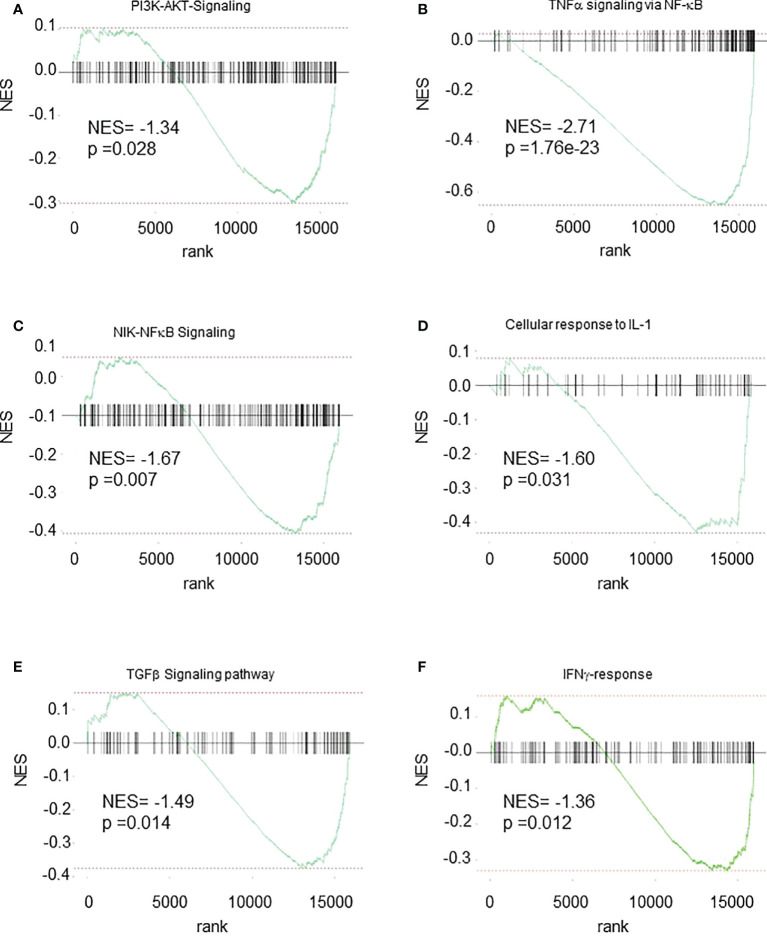
Multiple pathways are down-regulated in Spleen *Cxcr2-/-* neutrophils. GSEA analysis of the following signatures: **(A)** WIKI-PI3K-AKT signaling. **(B)** Hallmark-TNFα signaling *via* NFκB. **(C)** GO-BP NIK-NFκB Signaling **(D)** GO-BP Cellular response to IL-1 **(E)** WP-TGFβ signaling pathway **(F)** Hallmark IFNγ-response.

NF-κB pathway was also impaired with in particular down-regulation of genes such as NF-κB Subunits p52 (Nfkb2), Relb, C-Rel (Rel), TNF Alpha Induced Protein 2 and 3 (Tnfaip2 and Tnfaip3), Tnfaip3 Interacting Protein 1 (Tnip1), TNF Receptor-Associated Factor 1, 3 and 5 (Traf1, Traf3, Traf5) or TNF Receptor Superfamily Member 10b (Tnfrsf10b).

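Of these 10 genes, 9 were lower in *Cxcr2-/-* neutrophils with an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and Tnfrsf10b was higher. Tnfaip3, on chromosome 10 from 19000910 to 19015657 of GRCm38, was at 318 ± 41.0 CPM in WT and 112 ± 58.5 CPM in *Cxcr2-/-* neutrophils (n = 4 each), and Tnfaip2, on chromosome 12 from 111442469 to 111455018, ranged from 1348 to 1665 CPM in WT and from 528 to 718 CPM in *Cxcr2-/-* neutrophils. Rel, on chromosome 11 from 23736847 to 23770970, was at 149.1 ± 23.7 CPM in WT and 88.9 ± 15.9 CPM in *Cxcr2-/-* neutrophils, and Relb, on chromosome 7 from 19606217 to 19629438, was at 40.7 ± 4.69 CPM in WT and 27.1 ± 2.30 CPM in *Cxcr2-/-* neutrophils. The log2 fold changes were -0.43 for Nfkb2, -0.59 for Relb, -0.75 for Rel, -1.25 for Tnfaip2, -1.51 for Tnfaip3, -0.33 for Tnip1, -1.12 for Traf1, -0.36 for Traf3 and -0.70 for Traf5. Adjusted p were 0.0123 for Nfkb2, 6.74e-04 for Relb, 9.68e-04 for Rel, 6.03e-06 for Tnfaip2, 0.00140 for Tnfaip3, 0.0209 for Tnip1, 0.0100 for Traf1, 0.0328 for Traf3 and 4.89e-04 for Traf5 from edgeR's quasi-likelihood test. Tnip1 and Traf3 did not pass an adjusted p of 0.05 with at least 1 library left out (highest adjusted p 0.0700 and 0.0951 with edgeR). With a covariate for RNA of non-neutrophil cells, Nfkb2 and Traf1 did not pass, at log2 fold changes of -0.29 and -0.30 and adjusted p of 0.182 and 0.490 with edgeR. Traf1 was low and uneven in WT, from 10.2 to 27.3 CPM, against 4.46 to 8.62 CPM in *Cxcr2-/-* neutrophils. Tnfrsf10b, on chromosome 14 from 69767472 to 69784411, was at 1.99 ± 0.579 CPM in WT and 8.92 ± 0.601 CPM in *Cxcr2-/-* neutrophils, a log2 fold change of 2.17 (standard error 0.20, adjusted p = 3.95e-06 from the same edgeR test), and every *Cxcr2-/-* mouse was above every WT mouse (exact permutation test on log2 (CPM + 1), two-sided, p = 0.0286, the smallest p that 4 mice against 4 allow). The log2 fold change of Tnfrsf10b was 2.15 with DESeq2, and stayed between 2.02 and 2.34 with each library left out.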

Upstream of NF-κB activation, cellular response to IL-1 was also altered, with a down-regulation of IL-1 itself, but also of Interleukin 1 Receptor Type 1 (Il1r1). 

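Of the IL-1 genes, Il1a was near the lower limit of the expression filter, at 0.417 ± 0.0804 CPM in WT and 0.260 ± 0.194 CPM in *Cxcr2-/-* neutrophils (n = 4 each). Its log2 fold change was -0.67 with a standard error of 0.51, a difference within the spread between mice (adjusted p = 0.308 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Il1r1, on chromosome 1 from 40225080 to 40317257 of GRCm38, was also low, at 0.919 ± 0.171 CPM in WT and 0.473 ± 0.131 CPM in *Cxcr2-/-* neutrophils. Its log2 fold change was -0.96 (standard error 0.31, adjusted p = 0.0246 from the same edgeR test), and the highest adjusted p with a library left out was 0.0644 in edgeR, with 0.0501 when the replicate number was a block. Il1b was the most abundant of the 3 and is given with the maturation genes above.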

Two other pathways were also linked to PI3K/Akt, ERK, p38 and NF-κB signaling, namely TGFβ and IFNγ signaling. 

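Expression of the TGFβ receptor genes Tgfbr1 and Tgfbr2 and of Smad2, Smad3 and Smad4 was lower in each *Cxcr2-/-* library than in each WT library. Tgfbr1, on chromosome 4 from 47353222 to 47414931 of GRCm38, was at 145 ± 8.31 CPM in WT and 93.2 ± 11.0 CPM in *Cxcr2-/-* neutrophils (n = 4 each), and Tgfbr2, on chromosome 9 from 116084293 to 116175360, was at 199.6 ± 28.1 CPM in WT and 128 ± 6.37 CPM in *Cxcr2-/-* neutrophils. Smad3, on chromosome 9 from 63646767 to 63757994, was at 114 ± 11.3 CPM in WT and 73.3 ± 8.94 CPM in *Cxcr2-/-* neutrophils. Smad2 was at 68.6 ± 3.00 CPM in WT and 58.1 ± 3.85 CPM in *Cxcr2-/-* neutrophils and Smad4 at 132 ± 0.938 CPM in WT and 104 ± 4.48 CPM in *Cxcr2-/-* neutrophils. The log2 fold changes were -0.64 for Tgfbr1, -0.64 for Tgfbr2, -0.24 for Smad2, -0.64 for Smad3 and -0.35 for Smad4, with standard errors of 0.10 for Tgfbr1, 0.11 for Tgfbr2, 0.08 for Smad2, 0.11 for Smad3 and 0.08 for Smad4. The adjusted p were 2.25e-04 for Tgfbr1, 4.06e-04 for Tgfbr2, 0.0314 for Smad2, 3.82e-04 for Smad3 and 0.00302 for Smad4 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Smad2 and Smad4 fell by less than 1.5-fold, and Smad2 did not pass an adjusted p of 0.05 with at least 1 library left out (highest adjusted p 0.0953 with edgeR), with a covariate for RNA of non-neutrophil cells (0.0964) and without a filter on low counts (0.0667). With the covariate the log2 fold change of Smad2 was -0.28.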

TGFβ signaling was impaired with a decrease in Transforming Growth Factor Beta 1 (Tgfb1), Transforming Growth Factor Beta Receptor 1 and 2 (Tgfbr1 and Tgfbr2), and Smad2, 3, and 4. 

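Among genes of the response to IFNγ, Stat4, on chromosome 1 from 51987148 to 52107189 of GRCm38, was at 27.4 ± 3.33 CPM in WT and 2.64 ± 0.651 CPM in *Cxcr2-/-* neutrophils (n = 4 each). Itgb7, on chromosome 15 from 102215995 to 102231944, was at 54.3 ± 9.58 CPM in WT and 14.8 ± 4.98 CPM in *Cxcr2-/-* neutrophils, and Icam1, on chromosome 9 from 21015985 to 21028817, was at 38.5 ± 6.36 CPM in WT and 13.9 ± 3.03 CPM in *Cxcr2-/-* neutrophils. Socs3 was at 648 ± 57.5 CPM in WT and 459 ± 56.7 CPM in *Cxcr2-/-* neutrophils, Jak2 at 237 ± 14.1 CPM in WT and 174 ± 9.57 CPM in *Cxcr2-/-* neutrophils and Socs1 at 14.7 ± 2.12 CPM in WT and 10.0 ± 2.79 CPM in *Cxcr2-/-* neutrophils. Log2 fold changes were -0.45 for Jak2, -0.55 for Socs1, -0.50 for Socs3, -3.38 for Stat4, -1.47 for Icam1 and -1.87 for Itgb7, with standard errors of 0.09 for Jak2, 0.18 for Socs1, 0.11 for Socs3, 0.18 for Stat4, 0.17 for Icam1 and 0.22 for Itgb7. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p were 0.00116 for Jak2, 0.0233 for Socs1, 0.00352 for Socs3, 7.77e-08 for Stat4, 2.05e-05 for Icam1 and 2.60e-05 for Itgb7. The WT and *Cxcr2-/-* libraries overlapped for Socs1 alone, whose highest adjusted p with a library left out was 0.0642 in edgeR. Jak2, Socs1 and Socs3 fell by less than 1.5-fold. With a covariate for RNA of non-neutrophil cells, Socs1 and Socs3 did not pass (adjusted p 0.135 and 0.0509 with edgeR), at log2 fold changes of -0.54 and -0.45. Socs3 is also in the list of immediate early genes.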

IFNγ signaling is also acting through ERK and MAPK and PI3K signaling and exhibits in particular a down-regulation of Janus kinase 2 (Jak2), suppressor of cytokine signaling protein 1n and 3 (Socs1, Socs3), Signal transducer and activator of transcription 4 (Stat4), Intercellular adhesion molecule-1 (ICAM-1) and Integrin Subunit Beta 7 (ITGB7).

## Discussion

Although the role of neutrophils in general inflammation but also tumor microenvironment inflammation is growing, the factors controlling their function are still not completely identified. In particular, the involvement of Cxcr2 in neutrophil physiology and features, as well as its impact on signalization in neutrophils is still a matter of debate. In this study, we report that impairment of *Cxcr2* leads to a modest increase of the percentage of neutrophils in the BM, but a strong one in the spleen, in agreement with previous studies (29). We also show that Cxcr2 differentially affects the maturation state of neutrophils in the spleen and the BM. More precisely, based on the maturation markers Ly6G (32) and Cd101 (8) expression, *Cxcr2* deletion led an increase of Ly6G^lo^ or CD101-immature neutrophils in the spleen, but to a decrease of immature neutrophils in the BM. The presence of resident immature neutrophils in the spleen is thought to serve as a reservoir of neutrophils, which will undergo a rapid proliferation and mobilization in case of infection to increase the number of active mature neutrophils (18, 32). Spleen is also a site of accumulation and destruction of neutrophils in human (41), so the presence of a high number of immature neutrophils could correspond to both resident and recruited neutrophils. On the other hand, considering that the BM is the main site of production of neutrophils, this would suggest that Cxcr2 impairment does not alter the maturation process on neutrophils in the BM, or that there could be a retention of mature neutrophils in BM. This latter hypothesis is unlikely, as we did not see any difference in the percentage Cxcr4+ neutrophils in the BM. Cxcr4 is indeed crucial for the retention of neutrophils in the BM (17), even though other studies have shown that the CXCR4 antagonist plerixafor did not mobilize neutrophils from the BM, but rather enhanced the release of neutrophils in the circulation from the marginated pool present in the lung (42). In contrast, the percentage of Cxcr4+ neutrophils was increased 2-fold in the spleen, which could account for several features: this could be the sign of more immature, since Cxcr4 expression is high in proliferating immature neutrophils (8). However, high levels of Cxcr4 can also be seen in senescent or aging neutrophils (17, 43). To clarify this point, we analyzed the presence of aged CD62L^lo^ – CXCR4^hi^ neutrophils as defined previously (33). This shows that there is an increase of aged CD62L^lo^ – CXCR4^hi^ neutrophils in the spleen of KO animals, but no change in BM. In addition, we also observed that the percentage of apoptotic or dead neutrophils was reduced among spleen *Cxcr2-/-* neutrophils compared to WT, whereas no difference was seen in BM. Overall, our data suggest that spleen *Cxcr2-/-* neutrophils are distinct from BM neutrophils, as they are healthier and have more immature features (Ly6Glo Cd101- Cxcr4+) than their WT counterparts.

To go further in the understanding of the effects of Cxcr2 impairment, we have observed that spleen *Cxcr2-/-* neutrophils exhibited a reduced phagocytic ability than WT neutrophils. On the other hand, BM *Cxcr2-/-* neutrophils had a higher phagocytic ability than the WT. This difference between spleen and BM neutrophils might be explained by their difference of maturation mentioned above. This is also true for basal phagocytic ability of WT neutrophils, which is higher in the spleen than in the BM. This might be due to a higher proportion of mature CD101+ neutrophils in WT spleen compared to WT BM (**Figure 1F**), as we have also shown that Ly6G^hi^ neutrophils had a better phagocytic ability than Ly6G^lo^ neutrophils (**Supplemental Figure 5**).

To explore the difference in phagocytic ability of WT and *Cxcr2-/-* neutrophils more thoroughly, we looked at ROS production and actin and tubulin cytoskeleton, which are key elements in phagocytosis (35, 44). The percentage of cells with high cytoplasmic ROS, mitochondrial superoxide, F-actin and α-tubulin was reduced among spleen *Cxcr2-/-* neutrophils compared to WT, but was not modified in BM neutrophils. This reduction could explain part of the reduced phagocytic ability of spleen *Cxcr2-/-* neutrophils, although one can also notice that decreased phagocytic ability of WT BM neutrophils compared to WT spleen neutrophils is not correlated to their actin levels, suggesting that other parameters might be involved. It is interesting to notice that aged neutrophils are resistant to infections and display also a reduction of actin levels (43). Moreover, it has also been shown that in some cases, immature neutrophils could produce less ROS (8).

It was essential to analyze the mechanisms underlying the differences between spleen *Cxcr2-/-* and WT neutrophils. RNAseq analysis of both types of isolated neutrophils confirmed the defect in maturation of spleen *Cxcr2-/-* neutrophils, with in particular a down regulation of genes involved in Netosis (Cathepsin D, JunB or IL-1β) (45), of Arginase-2 controlling extra-urea cycle arginine metabolism and nitric oxide synthesis, of Clec4d implicated in bacteria elimination (46) or Selplg (CD162), essential for the rolling of neutrophils (47). Several GO pathways of migration and chemotaxis constituted a down-regulated cluster, suggesting also an impairment of spleen *Cxcr2-/-* chemotaxis. This could explain an accumulation of neutrophils in the spleen, with a weak ability to migrate to other tissues. Earlier studies have shown that in inflammatory conditions, Cxcr2 was essential for the recruitment of neutrophils (48).

In terms of signaling, we report a down regulation of ERK and p38 MAPK pathways, both at the transcriptomic level, but also when assessing the phosphorylation of ERK and p38 at the protein level. The ERK and p38 MAP kinases are strongly stimulated in neutrophils upon activation by G-protein coupled receptors agonists. Moreover, p38 MAPK is critical for the release of primary and secondary granules, but not that of secretory vesicles by neutrophils (49). p38 inhibition has been shown to delay apoptosis of neutrophils (50), which is in agreement of the reduced rate of apoptosis that we observed in spleen *Cxcr2-/-* neutrophils. Moreover, p38 MAPK promotes chemotaxis towards fMLP by interfering with GRK2-mediated desensitization, whereas ERK MAPK is inhibiting it (51, 52). However, the role of ERK MAPK pathway in neutrophil functions remains unclear, due to contradictory studies (37).

In addition, PI3K-Akt, TNFα signaling and NF-κB signaling, were also altered. TNFα is essential to trigger neutrophil activation and phagocytic activity (53). It is interesting to note that in neutrophils, the production of ROS is dependent on PI3K and ERK (54). Moreover, PI3K, ERK and p38 are necessary for efficient phagocytosis (55). It has also been reported that PI3Kγ-/- neutrophils display a defect in migration towards fMLP, C5a, Cxcl8 or Ccl3 and respiratory burst upon activation by C5a or fMLP (56), but another study suggests that PI3K is not required for chemotaxis towards fMLP (51).

Cellular response to IL-1 was also reduced. IL1α and IL1β are very potent mediators of inflammation response, but their role in neutrophils remains poorly understood. Their main effect on neutrophils could be to increase their survival (37).

We also observed a down-regulation of TGFβ and IFNγ pathways. In the steady state situation, the role of TGFβ on neutrophil function is poorly understood. However, in cancer context, TGFβ is responsible for promoting the generation of pro-tumoral type N2 neutrophils (57), whereas type IFNβ and IFNγ might favor anti-tumoral type N2 neutrophils (58, 59). In non-cancerous situation, IFNγ has also been shown to enhance, or prime, increased ROS production in combination with a secondary stimulus and to promote phagocytosis (60), which could account for the decrease in ROS and phagocytosis that we observed in spleen *Cxcr2-/-* neutrophils. As treatment of PMNs with IFNγ increases the production of TNFα and IL-1β (61), this could also account for the down-regulation of TNFα and IL1β signaling that we report.

In conclusion, this work highlights the multiple roles played by the chemokine receptor Cxcr2 in neutrophils and reinforces the importance of localization of neutrophils in terms of action and features. The identification of the pathways that are dependent on Cxcr2 and their further investigation will be essential to understand the roles of Cxcr2 in neutrophils in the steady state or inflammatory situation but also in the tumoral context.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article.

## Ethics statement

The animal study was reviewed and approved by Ministère de l’enseignement supérieur, de la recherche et de l’innovation.

## Author contributions

PD, BG, and ER and have contributed to the investigation. KB participated to writing review and editing. GL was in charge of the conceptualization, investigation and supervision of the project, funding acquisition and writing original draft preparation. All authors have read, revised and agreed to the published version of the manuscript.

## Funding

This work was supported by la Ligue contre le Cancer to GL.

## Acknowledgments

We acknowledge the PCEA, RAM, MRI facilities in Montpellier. We are grateful to Institut du cerveau et de la moëlle épinière in Paris for RNAseq experiments. We thank Vincent Rondeau and Marie-Laure Aknin for useful advices in protocols.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: CXCR2 intrinsically drives the maturation and function of neutrophils in mice
**Source:** Front Immunol. 2022 Oct 13;13:1005551. doi: 10.3389/fimmu.2022.1005551
**Supplement:** Supplementary file 1

*Supplementary Material*

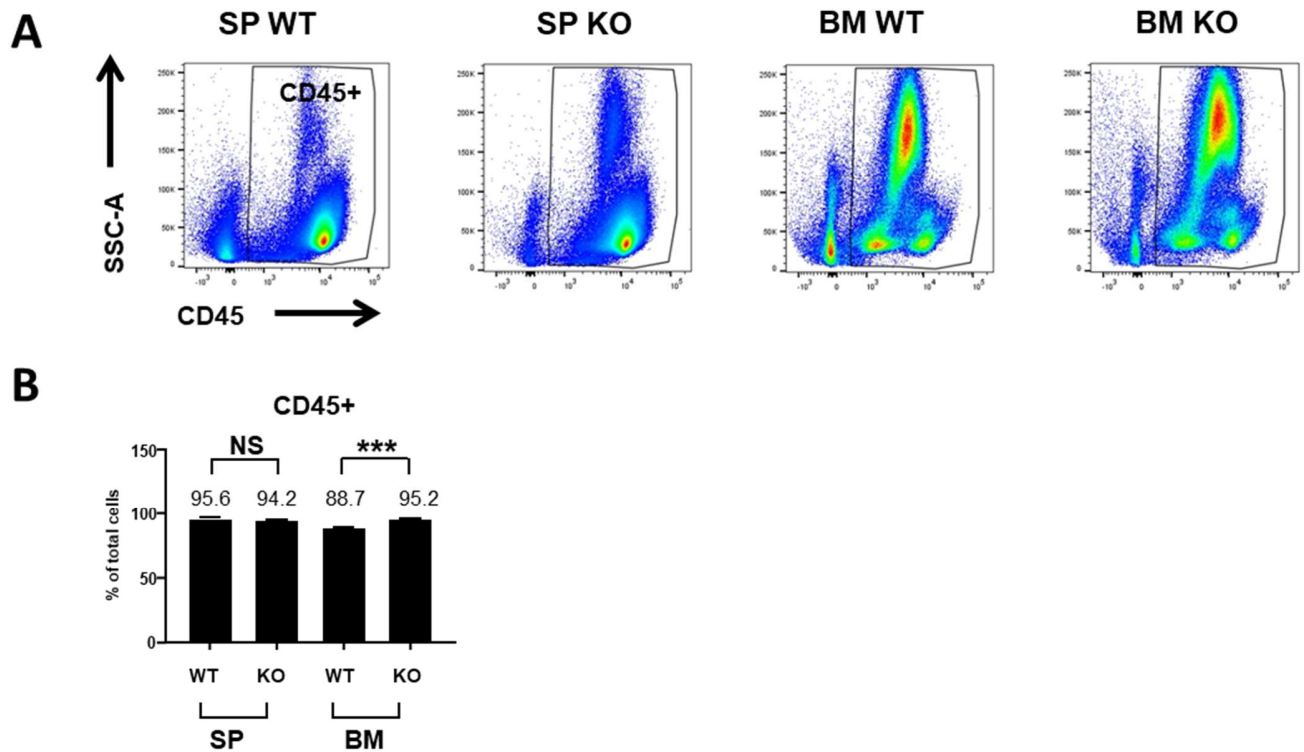

**Supplemental Fig. 1: The percentage of CD45+ in WT and KO spleens is not modified.**

**A.** Representative dot plots of the gating strategy of CD45+ cells in WT and *Cxcr2*<sup>-/-</sup> bone marrow (BM) and spleen (SP). **B.** Quantification of the percentage of CD45+ cells among total cells. Data represent the mean  $\pm$  SEM of at least 6 animals (Mann-Whitney test, NS: non-significant, \*\*\*  $p < 0.001$ ).

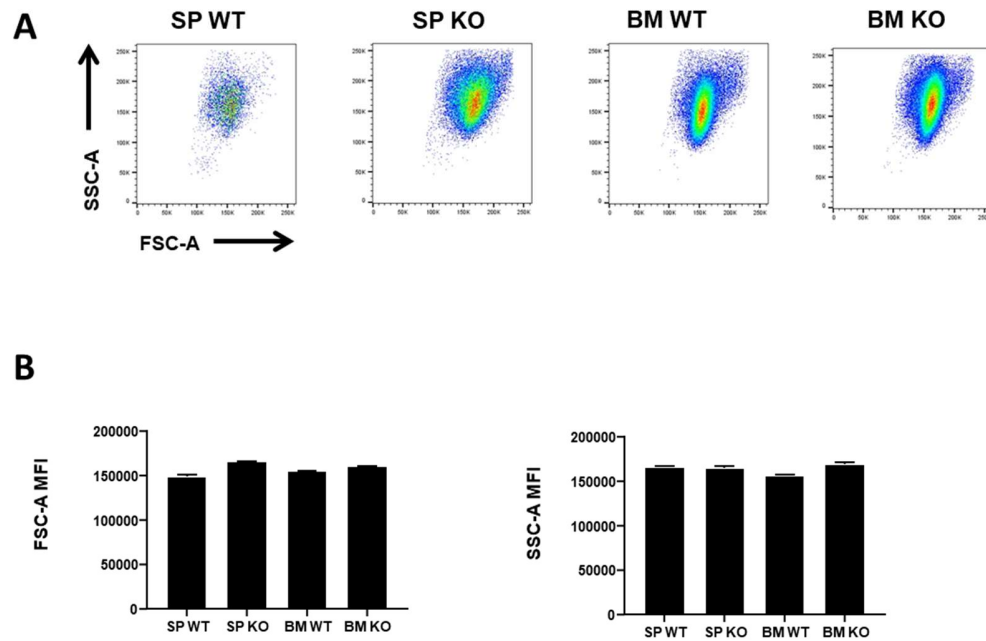

**Supplemental Fig. 2: FSC and SSC gating of CD11b<sup>+</sup> Ly6G<sup>+</sup> neutrophils.**

**A.** Representative dot plots of the gating of CD45<sup>+</sup> CD11b<sup>+</sup> Ly6G<sup>+</sup> cells in WT and *Cxcr2*<sup>-/-</sup> bone marrow (BM) and spleen (SP). **B.** Mean of fluorescence of FSC-A and SSC-A CD45<sup>+</sup> CD11b<sup>+</sup> Ly6G<sup>+</sup> neutrophils. Data represent the mean  $\pm$  SEM of 3 animals (Mann-Whitney test, NS: non-significant).

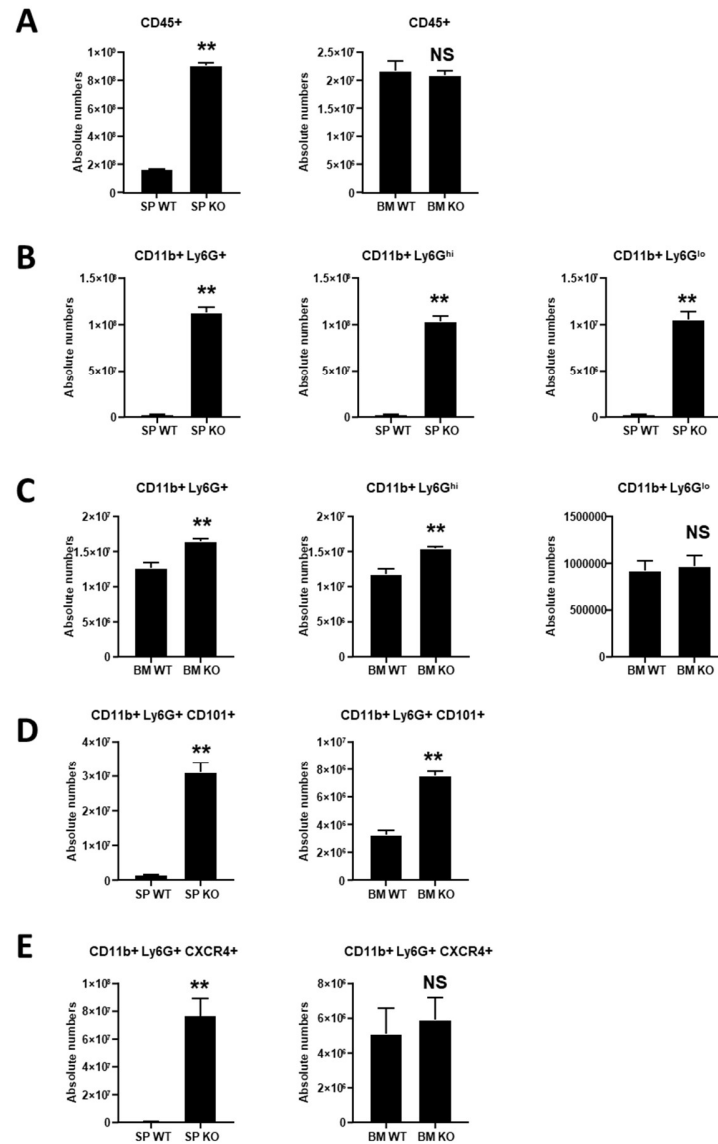

### Supplemental Fig. 3: Absolute numbers of the different populations.

**A.** Absolute numbers of CD45<sup>+</sup> cells in WT and *Cxcr2*<sup>-/-</sup> spleen (SP, left panel) and bone marrow (BM, right panel). Data represent the mean  $\pm$  SEM of at least 6 animals (Mann-Whitney test, NS: non-significant, \*\*  $p < 0.01$ ). **B.** Same quantification for CD45<sup>+</sup> CD11b<sup>+</sup> Ly6G<sup>+</sup> cells (left panel), CD45<sup>+</sup> CD11b<sup>+</sup> Ly6G<sup>hi</sup> (middle panel) and CD45<sup>+</sup> CD11b<sup>+</sup> Ly6G<sup>lo</sup> (right panel) in the spleen (Mann-Whitney test, \*\*  $p < 0.01$ ). **C.** CD45<sup>+</sup> CD11b<sup>+</sup> Ly6G<sup>+</sup> cells (left panel), CD45<sup>+</sup> CD11b<sup>+</sup> Ly6G<sup>hi</sup> (middle panel) and CD45<sup>+</sup> CD11b<sup>+</sup> Ly6G<sup>lo</sup> (right panel) in the BM (Mann-Whitney test, NS: non-significant, \*\*  $p < 0.01$ ). **D.** CD45<sup>+</sup> CD11b<sup>+</sup> Ly6G<sup>+</sup> CD101<sup>+</sup> cells in the spleen (SP, left panel) and bone marrow (BM, right panel) (Mann-Whitney test, \*\*  $p < 0.01$ ). **E.** CD45<sup>+</sup> CD11b<sup>+</sup> Ly6G<sup>+</sup> CXCR4<sup>+</sup> cells in the spleen (SP, left panel) and bone marrow (BM, right panel) (Mann-Whitney test, NS, \*\*  $p < 0.01$ ).

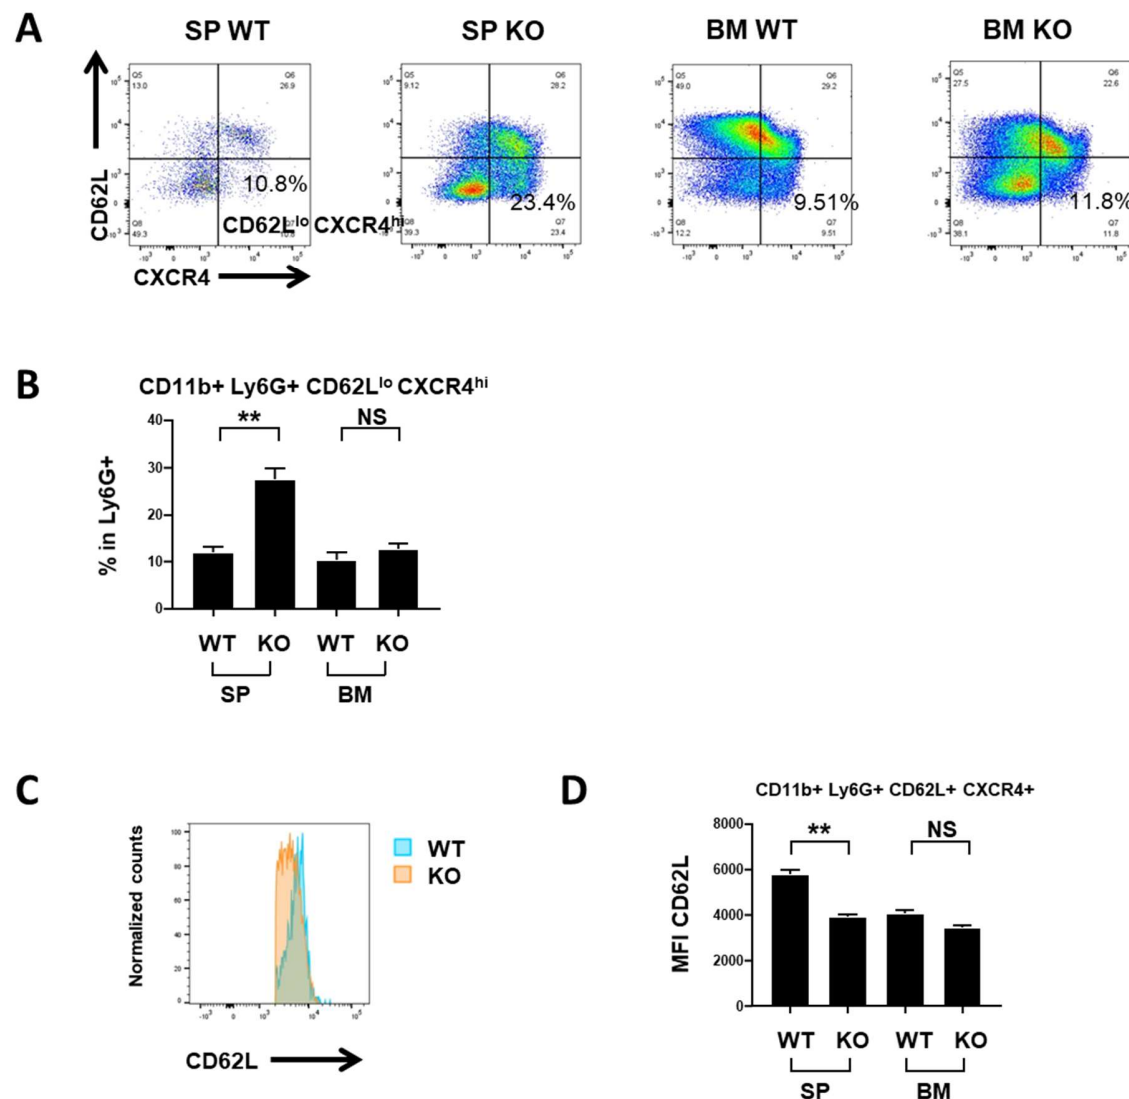

**Supplemental Fig. 4: Increased percentage of CD62L<sup>lo</sup> -CXCR4<sup>hi</sup> neutrophils in the CD45+ CD11b+ Ly6G+ fraction of Cxcr2<sup>-/-</sup> spleen.**

**A.** Gating strategy to identify CD62L<sup>lo</sup> -CXCR4<sup>hi</sup> neutrophils (Lower right quarter) in the CD45+ CD11b+ Ly6G+ fraction. **B.** Percentage of aged CD62L<sup>lo</sup> -CXCR4<sup>hi</sup> neutrophils in the CD45+ CD11b+ Ly6G+ fraction. Data represent the mean  $\pm$  SEM of at least 4 animals (Mann-Whitney test, NS: non-significant, \*\*  $p < 0.01$ ). **C.** Representative histogram CD62L distribution in the CXCR4+ CD62L+ population of neutrophils (from right upper quadrant of Supp. Fig 4A) for spleen WT and spleen KO animals. **D.** Mean of fluorescence of CD62L in CD45+ CD11b+ Ly6G+ CXCR4+ CD62L+ neutrophils. Data represent the mean  $\pm$  SEM of at least 4 animals (Mann-Whitney test, NS: non-significant, \*\*  $p < 0.01$ ).

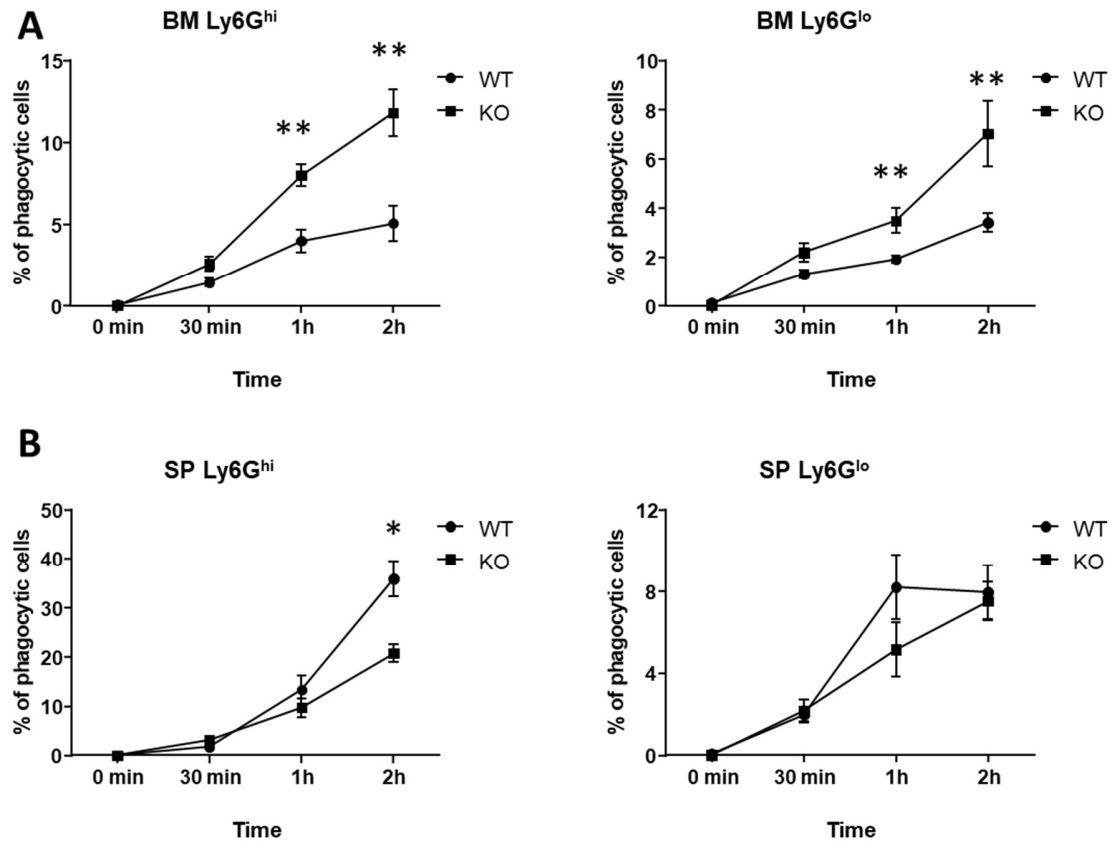

**Supplemental Fig. 5: Phagocytic ability of Ly6G<sup>hi</sup> and Ly6G<sup>lo</sup> neutrophils.**

**A.** To measure phagocytosis, BM neutrophils were incubated with Red E. coli Phrodo bioparticles at 37°C for 0, 30 min, 1h or 2h and analyzed by flow cytometry. Left panel: Percentage of phagocytic Ly6G<sup>hi</sup> BM neutrophils. Right panel: Percentage of phagocytic Ly6G<sup>lo</sup> BM neutrophils **B.** Same experiment with spleen Ly6G<sup>hi</sup> and Ly6G<sup>lo</sup> neutrophils. Results are expressed as the percentage of phagocytic neutrophils in the CD11b<sup>+</sup> Ly6G<sup>+</sup> population and represent the mean  $\pm$  SEM of at least 6 animals (Mann-Whitney test, \*  $p < 0.05$ , \*\*  $p < 0.01$ ).

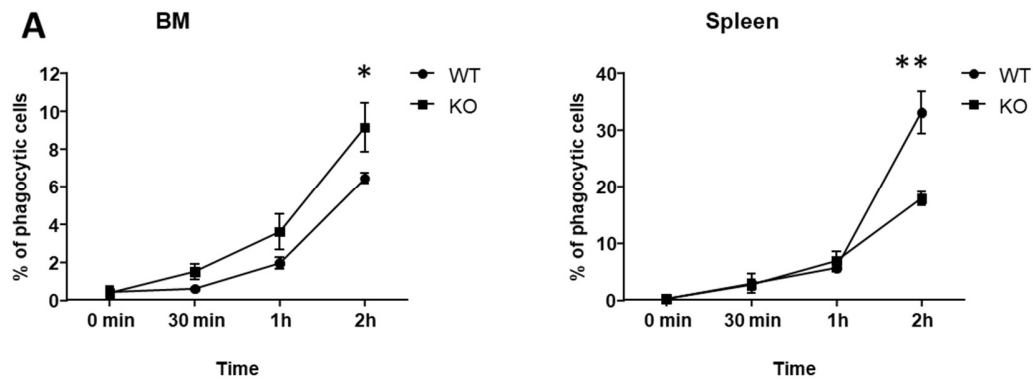

**Supplemental Fig. 6: Phagocytic ability of opsonized particles by neutrophils.**

**A.** To measure phagocytosis, CD11b<sup>+</sup> Ly6G<sup>+</sup> neutrophils were incubated with opsonized Red E. coli Phrodo bioparticles at 37°C for 0, 30 min, 1h or 2h and analyzed by flow cytometry. **B.** Same experiment with spleen Ly6G<sup>+</sup> neutrophils. Results are expressed as the percentage of phagocytic neutrophils in the CD11b<sup>+</sup> Ly6G<sup>+</sup> population and represent the mean  $\pm$  SEM of at least 6 animals (Mann-Whitney test, \*  $p < 0.05$ , \*\*  $p < 0.01$ ).

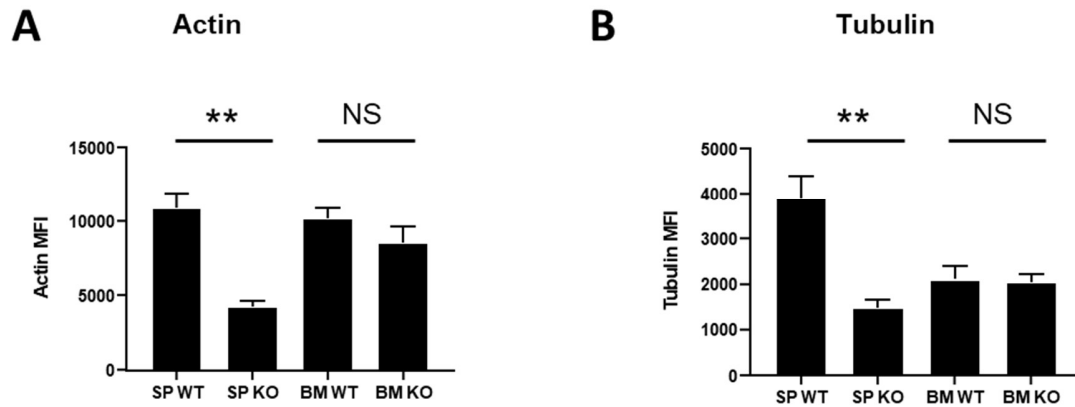

**Supplemental Fig. 7: Actin and Tubulin mean of Fluorescence (MFI) of CD11b+ Ly6G+ neutrophils.**

**A.** Mean of fluorescence of Actin for CD45+ CD11b+ Ly6G+ neutrophils. **B.** MFI of tubulin for CD45+ CD11b+ Ly6G+ neutrophils. Data represent the mean  $\pm$  SEM of 6 animals (Mann-Whitney test, NS: non-significant, \*\*  $p < 0.01$ ).

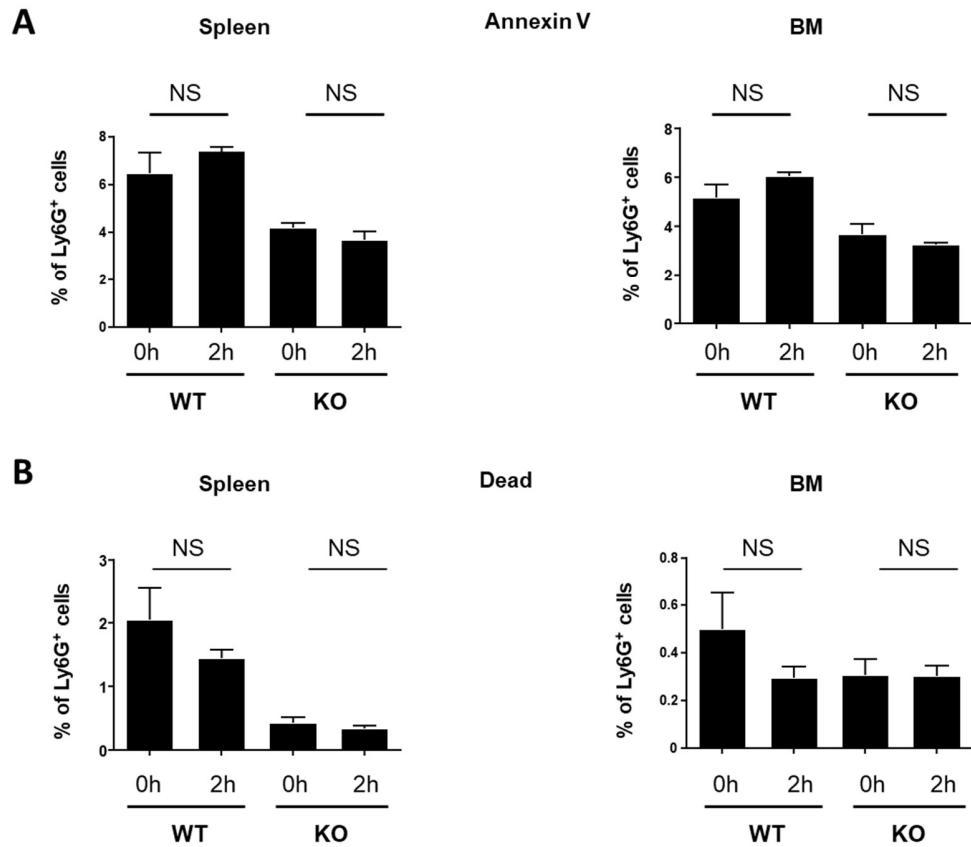

### Supplemental Fig. 8: Effect of 2h incubation on apoptosis and death

A. Measure of the percentage of apoptotic neutrophils in the spleen and BM of WT and *Cxcr2*<sup>-/-</sup> animals by annexin V staining after no incubation (0h) or a 2h incubation at 37°C. **B.** Same measure of dead cells by PI staining. Results are expressed as the percentage of CD11b<sup>+</sup> Ly6G<sup>+</sup> neutrophils and represent the mean  $\pm$  SEM of 3 animals; Mann-Whitney test, NS: non-significant).

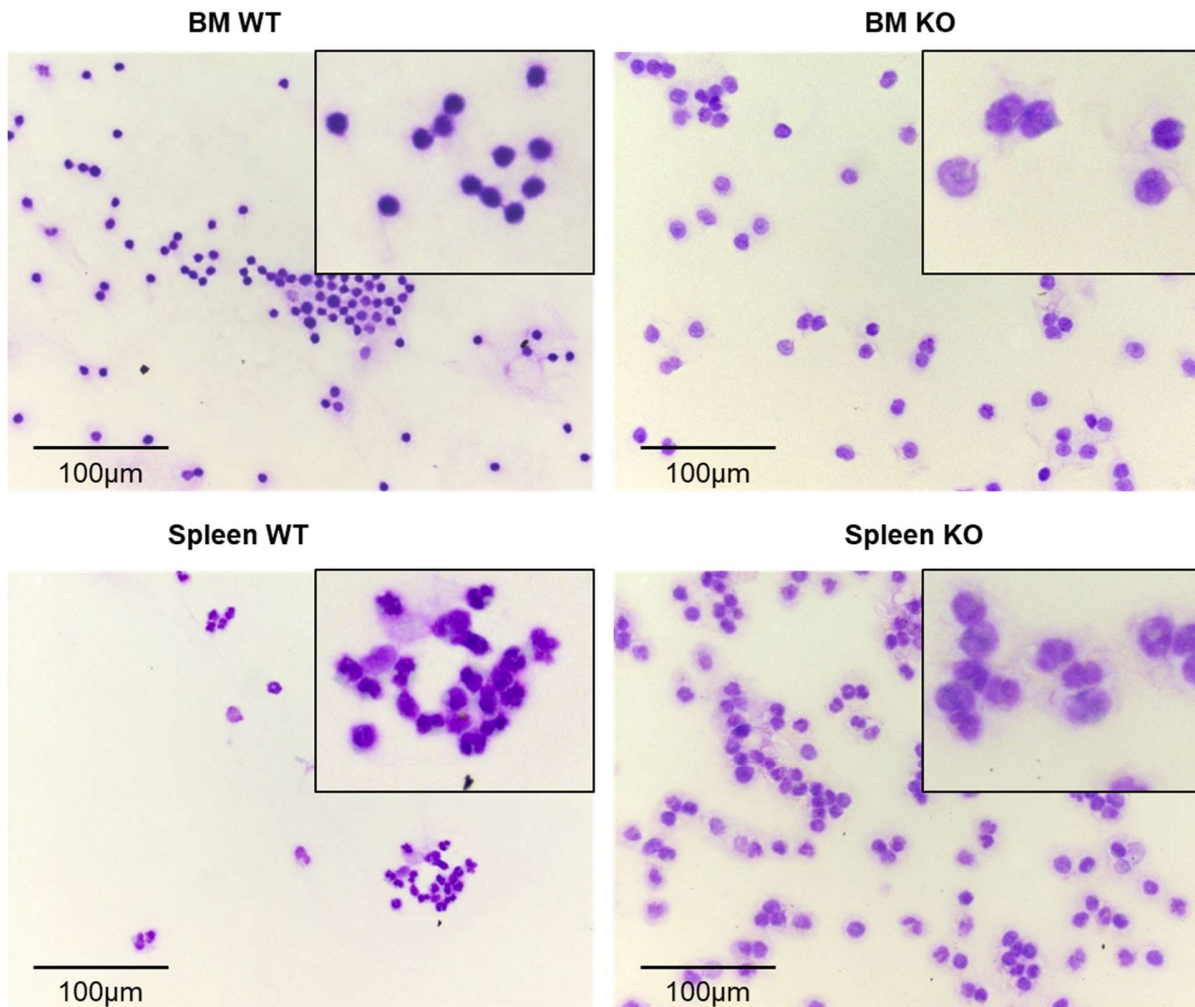

**Supplemental Fig. 9: Morphology of neutrophils.**

Representative pictures of purified CD45<sup>+</sup> CD11b<sup>+</sup> Ly6G<sup>+</sup> neutrophils from WT BM (upper left panel), KO BM (upper right panel), WT spleen (lower left panel) and KO spleen (lower right panel) stained with Giemsa. Main image at a magnification of 400X. Incrusted images correspond to a zoom of these images.

How the deposited data were processed for this re-analysis (not part of the article)

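Spleen neutrophils, sorted as CD45+ CD11b+ Ly6G+ cells after a positive selection for CD11b, came from 4 WT and 4 *Cxcr2-/-* mice, with 1 RNAseq library per mouse. The authors depleted ribosomal RNA, made strand-specific libraries, sequenced both ends, trimmed the reads, aligned them to mm10 with STAR and counted them on genes with HTSeq, and they deposited the counts per gene as whole numbers without normalization. The paper's text does not name the strand setting of the counting, so reads of overlapping and antisense genes are uncertain. Each file also holds the counting program's own totals of pairs that met no gene, were ambiguous or were not aligned uniquely, which were used only to describe the libraries.

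The group of each library was taken from the sample labels and the paper, and the replicate numbers from the labels. Mice with the same number in the WT and *Cxcr2-/-* groups are different animals. Replicates were compared before they were averaged, and every pair within a group differed by more than sampling noise (chi-square per gene from 23.9 to 99.0). Of the gene identifiers, 52081 had an entry in GENCODE M21 (GRCm38), 3333 had none, and 22326 had an Entrez identifier.

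Gene expression was compared in R 4.3.3 with edgeR 4.0.16, using the quasi-likelihood test on the counts, TMM normalization, the filterByExpr filter and Benjamini-Hochberg adjustment. A gene was called when its adjusted p was under 0.05 and its change at least 1.5-fold, the thresholds of the paper's methods. Single named genes and gene sets passed with an adjusted p under 0.05 alone. DESeq2 1.42.0, the paper's tool, was run as an alternative. Gene sets were tested with fgsea 1.28.0 on 9 Reactome sets that come with that package and with camera in limma 3.58.1. The Reactome sets were chosen by name and are not the signatures of the paper, which were not analysed here. Lists of marker genes were compared as means of log2 (CPM + 1) with an exact permutation test, two-sided, which cannot give less than 0.0286 for 4 mice against 4.

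The depth differed less between the groups than within the WT group. Common variation between mice, as edgeR's biological coefficient of variation, was 0.202. Counts were simulated for 16778 independent genes, 200 of them changed, as many up as down. The edgeR steps gave 86.5% of the changed genes an adjusted p under 0.05 (97% of those changed 4-fold and 76% of those changed 2-fold). They gave it to 9 unchanged genes too, and DESeq2 recovered 87.5%. No fold threshold was applied. As 7495 genes had such a p in the data, this checks the steps and not the error rate of the calls. A gene set planted as lower in a simulated ranking of 12267 genes with independent values had a normalized enrichment score of -1.90.

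The genes named in the text were fixed by a rule before the data were examined. They are the genes the paper's text names for these data, the genes legible in Fig. 6E and 7D with a mouse gene of the same symbol, Ccl6 and Ccl9, the 5 largest changes in each direction among called genes without overlap between the groups and with an average log2 CPM of at least 5, and genes of the marker lists where a list is discussed. Genes of the chemokine set other than those the paper names, and Rufy4, Stk11ip and Cd3d, were chosen after their values were seen.

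The alternatives were DESeq2, RLE and upper-quartile normalization, no filter and a filter of at least 10 counts in every library, the replicate number as a block, a covariate for RNA of non-neutrophil cells, other fold thresholds, other rankings for the gene sets, and each library left out in turn. Scaling by total counts, protein-coding genes only, a covariate for the share of reads outside genes, and gene sets without proteasome, immediate early or *Cxcr2* genes were added after the data were seen. No library was left out of the main comparison. Some of the genes that fall under the rule are not reported here.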

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

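Of the tests in this part, those of the Reactome sets on the cell cycle and on respiratory electron transport were chosen only after the scan of all sets was seen. A library was listed here when its gap to the nearest of the other 3 libraries of its group, divided by the range of the group, was above Dixon's critical value for 4 values. Over 172 groups of 4 values, 9 were listed and chance gives 8.6, so no pattern can be read from their number.

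Clec4d in WT mouse 2 was at 349 CPM, against 402 to 412 CPM in the other WT mice (ratio 0.843), and Pik3r1 in WT mouse 3 was at 188.5 CPM, against 219.7 to 226 CPM (ratio 0.8295). Traf1 in WT mouse 2 was at 27.3 CPM, against 10.2 to 11.3 CPM (ratio 0.933). Pik3r5 in *Cxcr2-/-* mouse 1 was at 366 CPM, against 281 to 290.4 CPM (ratio 0.8895), Relb in *Cxcr2-/-* mouse 2 at 23.7 CPM, against 28.1 to 28.4 CPM (ratio 0.936), and Prok2 in *Cxcr2-/-* mouse 3 at 211 CPM, against 174 to 179.5 CPM (ratio 0.844). The list of platelet and megakaryocyte genes had a mean log2 (CPM + 1) of 1.00 in *Cxcr2-/-* mouse 1, against 0.80 to 0.83 (ratio 0.832). The labels give no batch for these libraries, and no biological explanation was tested for single mice.

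The share of pairs that met no gene was 31.4% in WT mouse 1, against 40.0% to 41.5% in the other WT mice (ratio 0.851), and its share of ambiguous pairs was 3.12%, against 2.58% to 2.63% (ratio 0.905). Leaving out WT mouse 1 gave 2603 genes higher and 2633 lower in *Cxcr2-/-* neutrophils, against 2628 and 2628 with all libraries, so the counts of called genes did not rest on that library.

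The primary granule list of 5 genes, which the paper does not report on, had a mean log2 (CPM + 1) higher by 3.32 in *Cxcr2-/-* neutrophils, at 3.63, 3.71, 5.23 and 5.97 in the 4 mice (exact permutation test, two-sided, p = 0.0286, n = 4 per group, the smallest p possible). At the same p, secondary granule (1.295), tertiary granule (0.74), proliferation (1.43), NADPH oxidase (0.52) and actin and tubulin (0.39) lists were higher. The immediate early list (-1.67) and the surface marker list, which includes *Cxcr2* (-1.35), were lower. The paper reports lower ROS, F-actin and α-tubulin in spleen *Cxcr2-/-* neutrophils by flow cytometry, which RNA counts do not measure. None of the 18 marker lists had an adjusted p under 0.05. The 8 with an unadjusted p of 0.0286 all had an adjusted p of 0.0643 by the same permutation test. As 0.0286 is the smallest p that 4 mice against 4 allow, those adjusted values were set by the design. They cannot show whether these lists differed. By edgeR's quasi-likelihood test, the 5 primary granule genes were each higher, with adjusted p from 9.68e-06 to 3.28e-04. The Reactome set on the cell cycle had a normalized enrichment score of 2.83 and that on respiratory electron transport one of 2.52, among 650 sets of which fgsea gave 213 a higher and 37 a lower score with an adjusted p under 0.05. A difference in total counts was weighed as a technical explanation, and the totals of the *Cxcr2-/-* libraries, up to 43.8 M counts, lay inside the range of the WT libraries. Transcript length (rho 0.00824 across genes) and GC content (rho 0.0719 across genes) followed the log2 fold changes little. RNA of less mature neutrophils is a candidate explanation for the rises of the primary granule list and of the cell cycle and respiratory electron transport sets. As the sorted cells were not examined one by one, a shift in the mixture of stages cannot be told apart from a change within cells.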

How the results depend on the processing

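The alternatives were set before the data were examined, apart from scaling by total counts, protein-coding genes only, the covariate for reads outside genes, and the sets without proteasome, immediate early or *Cxcr2* genes, which were chosen after the data were seen. The first 3 of these were run only for the numbers of called genes. Where a result changed, the cause was not tested unless a value is given for it.

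Genes called higher and lower numbered 2628 and 2628. They numbered 2604 and 2893 with DESeq2, 2494 and 2734 with RLE size factors, 2600 and 2927 without a filter, and 2262 and 2375 with at least 10 counts in every library. Each library left out in turn gave 2399 to 2603 genes higher and 2417 to 2808 lower. Without a fold threshold 3969 genes were higher and 3526 lower, and with at least 2-fold 1255 and 1599. With a covariate for the share of reads outside genes they fell to 1502 and 1341. Upper-quartile normalization moved the median log2 fold change by -0.12 and the calls to 1975 higher and 3227 lower, 38.0% higher against 50% with TMM. Scaling by total counts gave 2051 and 2990, and protein-coding genes alone 1945 and 1858, where the fit on all genes had 2308 higher and 1624 lower protein-coding genes.

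Libraries with the same replicate number did not deviate together (mean correlation of their deviations -0.04). With the replicate number as a block, 2470 genes were higher and 2518 lower, 2441 and 2440 of them shared with the fit without it, and the log2 fold change of *Cxcr2* was -6.86. The normalized enrichment scores with the block were -2.09 for the chemokine set, 1.09 for signalling to ERKs, -0.95 for p38 activation, -1.54 for AKT signaling, -0.93 for NFκB activation by TAK1, 1.97 for noncanonical NFκB, -1.76 for interleukin-1, -1.38 for TGFβ and -1.55 for interferon gamma. For marker lists, swapping labels within pairs cannot give a p under 0.125, so no count is given for it.

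The log2 fold change of *Cxcr2* stayed from -6.94 to -6.75 with a library left out. Of the genes of Fig. 6E shown as lower, 18 passed, and between 17 and 20 did under the alternatives set before the data were examined. Of 117 selected genes with an adjusted p under 0.05 from edgeR, 93 passed in every one of those alternatives, 18 did not pass with the covariate for non-neutrophil RNA, 15 with at least 1 library left out and 4 with the replicate block. Over all selected genes and those alternatives there were 99 weaker and 17 stronger results and 9 reversals. With the covariate for non-neutrophil RNA the log2 fold change was -0.10 for Cd300lf, 0.62 for Igf1, 0.63 for Ccl9 and -0.16 for Cd3d. Upper-quartile normalization gave -0.046 for Cd300lf. With a library left out Cd300lf ranged from -0.0101 to 0.111 and Ccl9 from -0.45 to 0.30.

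Limma's camera gave p of 0.201 for the chemokine set, 0.180 for AKT signaling, 0.0970 for noncanonical NFκB, 0.100 for interleukin-1 and 0.516 for interferon gamma signaling, none past the threshold. Ranking by log2 fold change gave -1.46 for AKT signaling, -1.56 for interleukin-1 and -1.41 for interferon gamma, which no longer passed. Without immediate early genes the scores of AKT signaling (-1.42) and interleukin-1 (-1.61) did not pass. With a library left out the scores ranged from -1.63 to -1.44 for AKT signaling, from -1.67 to -1.55 for interleukin-1 and from -1.46 to -1.26 for TGFβ. By fgsea's gene permutations AKT signaling did not pass without WT mouse 1 (adjusted p 0.0599), WT mouse 4 (0.0527) or *Cxcr2-/-* mouse 4 (0.0522), interleukin-1 did not pass without WT mouse 4 (0.0527), and TGFβ passed without WT mouse 2 (0.0242) or 3 (0.0352). TGFβ passed with the DESeq2 ranking (-1.38), without a filter (-1.42), with at least 10 counts (-1.46) and with the covariate for non-neutrophil RNA (-1.46). Signalling to ERKs was -0.77 with that covariate. Noncanonical NFκB was -1.35 without the proteasome genes, which carry its rise.

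Il1a, Il1r1 and Igf1 have few counts and lie near the filter on low counts, and whether more depth would settle them was not tested. Igf1 was at 3.055 CPM in WT mouse 2, against 0.231 to 0.752 CPM in the other WT mice.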

Differences from the paper's values

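The paper's methods state an average of 30 M paired-end reads per library. The counting units of the files were taken as read pairs, which was not tested. If they are single reads, their totals cannot be compared with a number of pairs. The units aligned uniquely, summed over those on genes, without a gene and ambiguous, were 68.8 M per library on average (SD 8.35 M, from 59.4 to 86.4 M). None of the alternatives set before the data were examined bears on this number, as none changes the reads.

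The paper's numbers of regulated genes are shown in a figure. They are about 2600 genes higher and about 2900 lower in Fig. 6B, read by eye, and DESeq2 gave 2604 and 2893, against 2628 and 2628 from edgeR's quasi-likelihood test.

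The paper names Tnfrsf10b among genes with lower expression in *Cxcr2-/-* neutrophils. Its log2 fold change was 2.17, and it was 2.15 with DESeq2. Fig. 6E shows Cd300lf as lower, and its log2 fold change was 0.07 (adjusted p = 0.612 by edgeR's quasi-likelihood test). It did not pass with DESeq2 either, with an adjusted p of 0.774. Ifitm2, shown as higher, had a log2 fold change of 0.35 with an adjusted p of 0.142 by edgeR's quasi-likelihood test and 0.184 with DESeq2.

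Ctsd, Clec4e and Mfhas1 are lower in the paper and had log2 fold changes of -0.23, -0.29 and -0.76, with adjusted p of 0.0591, 0.0576 and 0.0708 by edgeR's quasi-likelihood test. With DESeq2, the tool of the paper's methods, the adjusted p were 0.0403, 0.0392 and 0.0495. Other settings in edgeR also gave them an adjusted p under 0.05, at changes of less than 1.5-fold for Ctsd and Clec4e. Upper-quartile normalization gave Ctsd, Clec4e and Mfhas1 adjusted p of 0.00719, 0.0136 and 0.0429, and RLE size factors gave Clec4e 0.0471. The filter of at least 10 counts in every library gave Ctsd 0.0285 and Clec4e 0.0414, no filter gave Mfhas1 0.0420, and the replicate block gave Clec4e 0.0404. Ctsd also passed in edgeR without WT mouse 2 (adjusted p 0.0470), Clec4e without *Cxcr2-/-* mouse 4 (0.0192), and Mfhas1 without WT mouse 3 (0.0471) and without *Cxcr2-/-* mouse 4 (0.0253). With the covariate for non-neutrophil RNA they were further from passing in edgeR, with log2 fold changes of -0.23 for Ctsd, -0.20 for Clec4e and -0.0098 for Mfhas1 and adjusted p of 0.220, 0.356 and 0.986. The filter on low counts removed Bmp2, shown as lower in Fig. 7D, and DESeq2 gave it an adjusted p of 0.00914. The paper states that IL-1 itself is lower, and Il1a had a log2 fold change of -0.67 (adjusted p = 0.308 by edgeR's quasi-likelihood test), while Il1b was lower.

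The paper reports the ERK, p38 MAPK, NFκB and TGFβ signatures as lower. The Reactome sets closest to them by name are other gene lists, and those for signalling to ERKs, p38 activation, NFκB activation by TAK1 and the TGFβ receptor complex did not pass in the ranking by edgeR. None of these scores tests the paper's own signatures. Of the 10 NFκB genes that the paper names, 9 were lower. By flow cytometry the paper also reports less phosphorylated ERK1/2 and p38, which RNA counts do not measure. The set on Dectin-1-mediated noncanonical NFκB signaling, the closest by name to the paper's NIK-NFκB signature, was higher, with a normalized enrichment score of 2.00 (adjusted p = 1.30e-04 from fgsea's gene permutations), and -1.35 without its proteasome genes. With the DESeq2 ranking the TGFβ set passed.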

Other observations

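Of the tests in this part, that of the genes nearest to *Cxcr2* was chosen only after the result was seen. Scaling by total counts, the covariate for reads outside genes, and the sets without immediate early or proteasome genes were chosen after the data were seen.

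Among the 35 splits of the 8 libraries into groups of 4, only the split by genotype called any gene (5256), where the unadjusted p was under 0.05 for 8674 genes. Replicate numbers are shared between the groups, so the split by genotype was also compared with only the 8 splits that part all same-numbered pairs, though these are different mice whose deviations did not correlate. Of these 8, 1 gave as many called genes, 1 as many Reactome sets and 1 as many lower genes of Fig. 6E, in each case the split by genotype, and 8 splits cannot give a share under 0.05, so these 3 counts show nothing either way. The genes of Fig. 6E were chosen by the paper from these same libraries, so a count of splits shows nothing about them. The other splits part fewer pairs.

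The first principal component held 55.6% of the variance, with the WT libraries from -59.6 to -47.6 and the *Cxcr2-/-* libraries from 40.3 to 64.1. The second held 15.2%, with the *Cxcr2-/-* libraries at 33.1, 33.1, -37.1 and -40.5.

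RNA from other cells in the WT libraries could lower genes in *Cxcr2-/-* neutrophils. With a covariate for B cell, T cell and macrophage genes 2095 genes were lower, 1800 of them among the 2628 lower genes without it, and the B cell list differed by -0.96 (exact permutation test, two-sided, p = 0.0571, n = 4 per group). Of the 2628 higher genes 1997 kept their call, so part of the calls was lost in both directions. The covariate correlated with genotype at -0.71, and a covariate that follows genotype can also remove true calls. Sex was weighed too, with 4 counts in total on Y-linked genes over all libraries and Xist from 239.5 to 417 CPM.

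Library size could separate the genotypes, but the highest total of a *Cxcr2-/-* library, 43.8 M counts, lay below the highest WT total of 46.2 M (exact permutation test, two-sided, p = 1.00, n = 4 per group). Across genes, the log2 fold change followed transcript length with rho 0.00824 and GC content with rho 0.0719, with values for 98.6% of tested genes. The 10 genes with the most counts took more of the counts in each *Cxcr2-/-* library (exact permutation test, two-sided, p = 0.0286, n = 4 per group), and scaling by total counts moved the share of higher calls by -9.31 percentage points.

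The share of pairs without a gene was above 40% in 3 WT libraries, while WT mouse 1, at 31.4%, lay inside the range of the *Cxcr2-/-* libraries (26.7% to 31.9%). With that share as a covariate 1341 genes were lower, against 2628, and 1502 were higher, against 2628, so the drop was not specific to the lower genes. Of the calls without it, 1317 higher and 1174 lower genes kept theirs. A covariate that follows genotype could also remove true calls, so for the lost calls this explanation cannot be told apart from an effect of the genotype. Long noncoding (lincRNA) genes had a median log2 fold change of -0.48 and protein-coding genes one of 0.10.

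Donor-strain DNA around *Cxcr2* may have been carried along with the targeted allele. Of 96 genes within 10 Mb, 33 were called, against 5222 of 16681 elsewhere (Fisher's exact test, p = 0.5096). Among the 20 nearest genes 3 were lower, against 2624 of 16757 elsewhere (Fisher's exact test, p = 1). Rufy4, 21 kb away with a log2 fold change of -2.37, and Tns1 lie on the same side of *Cxcr2*, and Cxcr1, 36 kb away, had 0.35. By p, Tns1 ranks 2 and Rufy4 4 among the lower genes, which a count of called genes cannot show, so a local effect on these 2 genes was not ruled out.

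The immediate early list had a mean log2 (CPM + 1) lower by 1.67 in *Cxcr2-/-* neutrophils (difference -1.67), with Fos at a log2 fold change of -2.82 and heat shock genes from -0.62 to -0.29. Time between taking the spleen and lysis may change these genes, and a shift of that time between the groups cannot be told apart from an effect of the genotype. Without the immediate early genes 2 Reactome sets were lower with an adjusted p under 0.05, against 4 with them. The score of interleukin-1 signaling did not weaken (-1.61 against -1.59) and that of AKT signaling moved from -1.53 to -1.42, so this count does not show that immediate early genes carry the falls.

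The noncanonical NFκB set may be higher through its proteasome genes. Its score without them was -1.35, and their median log2 fold change was 0.62.

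RNA of the surface markers differed in direction. Ly6g had a log2 fold change of 1.26, Cd101 -1.78, Cxcr4 -0.88 and Itgam 0.18. The paper measured these markers as proteins, which the counts do not give.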
